# Prenatal Glucocorticoid Exposure Results in Changes in Gene Transcription and DNA Methylation in the Female Juvenile Guinea Pig Hippocampus Across Three Generations

**DOI:** 10.1038/s41598-019-54456-9

**Published:** 2019-12-03

**Authors:** Andrea Constantinof, Lisa Boureau, Vasilis G. Moisiadis, Alisa Kostaki, Moshe Szyf, Stephen G. Matthews

**Keywords:** Epigenetic memory, Epigenetics and behaviour, Reproductive biology

## Abstract

Synthetic glucocorticoids (sGC) are administered to women at risk for pre-term delivery, to mature the fetal lung and decrease neonatal morbidity. sGC also profoundly affect the fetal brain. The hippocampus expresses high levels of glucocorticoid (GR) and mineralocorticoid receptor (MR), and its development is affected by elevated fetal glucocorticoid levels. Antenatal sGC results in neuroendocrine and behavioral changes that persist in three generations of female guinea pig offspring of the paternal lineage. We hypothesized that antenatal sGC results in transgenerational changes in gene expression that correlate with changes in DNA methylation. We used RNASeq and capture probe bisulfite sequencing to investigate the transcriptomic and epigenomic effects of antenatal sGC exposure in the hippocampus of three generations of juvenile female offspring from the paternal lineage. Antenatal sGC exposure (F_0_ pregnancy) resulted in generation-specific changes in hippocampal gene transcription and DNA methylation. Significant changes in individual CpG methylation occurred in RNApol II binding regions of small non-coding RNA (snRNA) genes, which implicates alternative splicing as a mechanism involved in transgenerational transmission of the effects of antenatal sGC. This study provides novel perspectives on the mechanisms involved in transgenerational transmission and highlights the importance of human studies to determine the longer-term effects of antenatal sGC on hippocampal-related function.

## Introduction

The hippocampus is critical for many higher brain functions, including learning and memory and regulation of stress responsiveness. In the human, the fetal hippocampus begins to develop at 13–14 weeks, resembling the adult hippocampus by 18–20 weeks of gestation^1^. The mammalian brain, particularly the hippocampus, is highly sensitive to the fetal-maternal environment. The hippocampus has the highest concentration of glucocorticoid receptors (GR) in the brain^2^, and is therefore highly sensitive to the effects of glucocorticoids^3^.

We and others have shown that prenatal exposure to excess glucocorticoids in mice, rats and guinea pigs can alter gene expression related to synaptic plasticity^4^, DNA methylation machinery^5,6^, dopaminergic^7^, serotonergic^4^, and glutamatergic signaling^4,7^, and affects the expression of GR and mineralocorticoid receptors (MR) in the hippocampus^6,8–14^. Altered hippocampal gene expression has been associated with modified regulation of the hypothalamic-pituitary-adrenal (HPA) axis, leading to altered stress responsiveness, and mood and anxiety disorders in animals^15^ and in humans^16^.

Fetal plasma glucocorticoid is maintained at low levels through the majority of pregnancy; however, there is a natural ‘surge’ in fetal glucocorticoid levels at the end of gestation in most mammalian species. This surge is important for maturation of fetal organs, including the lung, kidney and brain^17^. Various factors such as maternal anxiety and stress and placental dysfunction can increase fetal glucocorticoid exposure^18,19^. In addition, the fetus can be exposed to synthetic glucocorticoids (sGC), which are administered to pregnant women at risk for pre-term delivery (~11% of all pregnancies). This treatment promotes lung maturation and reduces morbidity and mortality associated with respiratory distress syndrome in preterm infants^20^. Several studies have demonstrated that exposure of the fetus to high levels of glucocorticoid, prior to the natural glucocorticoid surge, can lead to long-term programming effects on neurocognitive, behavioural, endocrine, and cardiometabolic function^5,8,17,21–23^.

The mechanisms by which premature exposure to elevated levels of glucocorticoids program hippocampal development are poorly understood. Emerging evidence suggests these changes may be mediated through epigenetic mechanisms such as DNA methylation or histone modification. DNA methylation regulates chromatin states and is transmitted through cell division^24^. Administration of antenatal sGCs resulted in alterations in histone-3-lysine-9 acetylation in gene promoter regions^5^ and global DNA methylation changes in fetal organ systems that occurred in first- and persisted to second-generation offspring^25^. In the fetal hippocampus, sGC exposure resulted in acute demethylation of promotor regions 24 h after final exposure. However, promotor hypermethylation in a completely different set of genes was identified 14 days after the last exposure to sGC, as well as major changes in gene expression^6^. These studies suggest that prenatal sGC exposure causes dynamic epigenetic changes which may affect both DNA and histone modifications^5^. We have recently shown that antenatal sGC exposure results in transgenerational changes in behavior and gene expression in the paraventricular nucleus (PVN) of the hypothalamus and medial prefrontal cortex (PFC)^21,26^, however transgenerational epigenetic signatures of exposure have yet to be investigated.

Gene expression is regulated by epigenetic modifications and transcription factor binding at promotor regions, CpG islands, and enhancer regions. Generally, promoters and CpG islands with high levels of DNA methylation are not transcriptionally active, while genes with demethylated promoters are expressed^27–29^. However, recent research has shown that enhancer DNA methylation is more closely associated with gene expression in cancer than promoter methylation^24^. Further, correlations of enhancer DNA methylation and expression of developmental genes have been observed during mouse tissue differentiation^30^, as well as in hippocampal tissue^31^.

Determining the relationship between DNA methylation and transcriptional effects following prenatal sGC exposure will help elucidate the mechanisms by which sGC can permanently program neural function over multiple generations^21^. In the present study, we hypothesized that; (1) antenatal sGC induces changes in hippocampal transcriptional and DNA methylation landscapes across three generations of juvenile female offspring from the paternal lineage, as we have previously demonstrated that young females across three generations show the strongest behavioral and neuroendocrine phenotype^21,26^; (2) Modification of DNA methylation signatures in promoter and enhancer regions relate to changes in hippocampal gene expression.

## Results

### Gene transcription

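Hippocampal mRNA of juvenile female guinea pigs was sequenced in 3 generations descended through the paternal line from F_0_ pregnancies. The pregnant F_0_ animals had received betamethasone, a synthetic glucocorticoid (sGC), at 1 mg/kg in 3 courses between gestational days 40 and 61, or vehicle (control), and the offspring were killed on postnatal day 40. RNA-seq libraries came from 6 control and 5 sGC animals in F_1_, from 6 and 6 in F_2_, and from 6 and 7 in F_3_. The authors deposited the number of reads counted on each gene of each library, without normalization, for 11651 genes in F_1_, 11716 in F_2_ and 11663 in F_3_. In F_1_, reads counted per library ranged from 14764623 to 19767033 in control (median 17219040) and from 14814534 to 18997444 in sGC animals (median 16124236). The F_2_ totals ran from 14006523 to 17487415 in control (median 14906641.5) and from 13507449 to 16282609 in sGC animals (median 15735628.5). For F_3_ they lay between 15293893 and 18909140 in control (median 16331023.5) and between 14703487 and 18535764 in sGC animals (median 15604680). Genes with enough counts for testing were chosen by edgeR's filterByExpr, which kept 11377 genes in F_1_, 11414 in F_2_ and 11359 in F_3_, and library sizes were scaled by TMM. Each generation was fitted alone with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and changes are given as log2 fold changes of sGC against control. Libraries of one group differed by more than counting error, with a chi-square per degree of freedom between 2.15 and 29.5 for pairs of libraries. The labels number the libraries, and sGC replicates 4 and 5 of F_1_, 6 of F_2_, and 5 and 6 of F_3_ carry the numbers 32 to 36, outside the run of numbers of their generation. No control library has such a number, so that a batch of these libraries and sGC exposure overlap in part, and the counts were also computed without them.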

In F_1_, 285 genes were significantly differentially expressed in the hippocampi of sGC animals compared to control (FDR < 0.05; Fig. 1A). Of these, 69 genes are significantly down-regulated, while 216 genes are significantly up-regulated in sGC offspring (FDR < 0.05). 

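In the counts of the F_1_ libraries, 237 of 11377 genes had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these genes, 185 were higher and 52 lower in sGC animals, so that 78.1% were higher. The likelihood ratio test, which the paper's methods name, gave 598 genes, and DESeq2 gave 652. Of the alternatives, fitting all 3 generations together moved the count most, to 852 genes, and a block for the replicate number, which does not pair the animals, gave 72. Single animals moved it as well: without sGC replicate 5 it fell to 56 genes, and without sGC replicate 4 it rose to 342. Leaving out sGC replicates 4 and 5 together, which are among the libraries numbered 32 to 36, gave 97 genes, of which 76 were among the 237. In the authors' deposited table, 285 genes have an FDR below 0.05, and 65.6% of them passed here with the quasi-likelihood test and 271 with the likelihood ratio test. Among the higher genes with the smallest adjusted p, GABRG1 had 14.0 ± 1.16 CPM (SD, n = 6) in control and 22.1 ± 1.14 (SD, n = 5) in sGC animals. Its log2 fold change was 0.66 (standard error 0.0654, adjusted p = 0.000974 from edgeR). ARHGEF12 rose from 142.6 ± 7.79 (SD, n = 6) to 188.4 ± 6.37 CPM (SD, n = 5), by 0.40 on the log2 scale (adjusted p = 0.00158 from edgeR). For ZFHX4, 7.32 ± 0.427 (SD, n = 6) and 11.0 ± 0.741 CPM (SD, n = 5) gave a log2 fold change of 0.58 (adjusted p = 0.00212 from edgeR). The lower genes with the smallest adjusted p were TMEM222, ZFP57 and SERPINF1. TMEM222 decreased by 0.21 on the log2 scale, from 50.8 ± 0.780 (SD, n = 6) to 44.0 ± 1.00 CPM (SD, n = 5; adjusted p = 0.0109 from edgeR). ZFP57 had 41.0 ± 6.04 (SD, n = 6) and 26.5 ± 4.68 CPM (SD, n = 5), a log2 fold change of -0.63 with an adjusted p of 0.0184, which became 0.0541 without sGC replicate 5. SERPINF1 went from 19.4 ± 2.56 (SD, n = 6) to 14.1 ± 0.785 CPM (SD, n = 5), a log2 fold change of -0.47 (adjusted p = 0.0187 from edgeR). For each of these 6 genes, all 5 sGC animals lay beyond every control animal.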

GSEA revealed that 181 gene sets were enriched, with 146 sets negatively enriched (down-regulated) and 35 sets positively enriched (up-regulated) in sGC animals (NES > 1.6, FDR < 0.25; Supplementary Table S1). Down-regulated gene sets included hormone activity, neurotransmitter binding and corticosterone response pathways, and positively enriched gene sets included inflammatory response and locomotor behaviour pathways in the sGC animals (NES > 1.6, FDR < 0.25). 

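The genes AANAT, CDKN1A, CRH, FOS, FOSB, JUNB, NTS and STAR, which Fig. 2A shows for F_1_, were all 8 lower in sGC animals, with log2 fold changes between -0.91 and -0.25 and a median of -0.40. None passed an adjusted p of 0.05 over all genes tested in edgeR's quasi-likelihood test, where the smallest value was 0.166 and 1 gene had an unadjusted p below 0.05. Adjusted over the list alone, the smallest value was 0.101, and since these genes were picked from the same libraries it is not independent evidence. The direction of the genes as a set was tested with limma's camera, with the correlation between genes estimated from the data and Benjamini-Hochberg adjustment over 57 tests of sets in the 3 generations. The set, picked from these libraries for its direction, was lower in sGC animals with an adjusted p of 0.0767, and at 0.0441 only without control replicate 2. With camera's preset correlation of 0.01 the adjusted p was 0.00186, and with limma's fry it was 0.00811. Over the 57 tests, 3 sets passed with the estimated correlation and all 3 also passed under fry, whereas 9 of the 23 that passed with the preset correlation did so under fry. The effect of sGC on this set was not shown to differ between generations (adjusted p = 0.262 for F_3_ against F_1_ and 0.224 for F_2_ against F_1_, limma's camera on the interaction).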

An example of the corticosterone response pathways gene set is presented in Fig. 2A.

**Figure 1:**
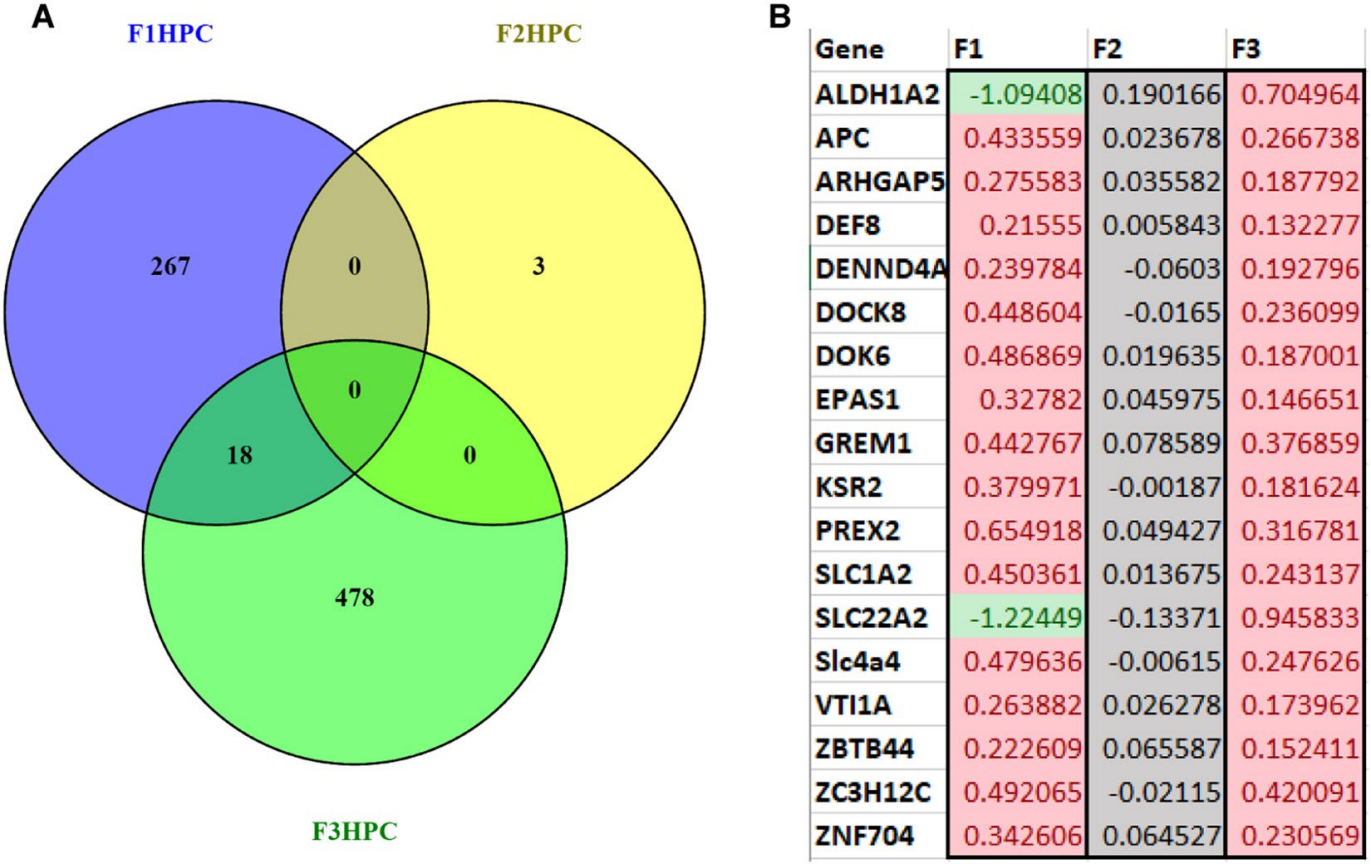
(**A**) Venn diagram illustrating the number of genes that are significantly differentially expressed in the HPC of young female F_1_-F_3_ offspring following prenatal synthetic glucocorticoid treatment of the F_0_ pregnancy and the number of genes that overlap between generations (Veh F_1_ (n = 6), F_2_ (6), F_3_ (6); sGC F_1_ (5), F_2_ (6), F_3_ (7)). (**B**) Heatmap of the 18 genes that are differentially expressed in F_1_ and F_3_ female offspring. Values indicate the log-fold change in gene expression in sGC animals relative to control, color further indicates the direction of change (green: significantly down-regulated; red: significantly up-regulated; grey: not significant).

**Figure 2:**
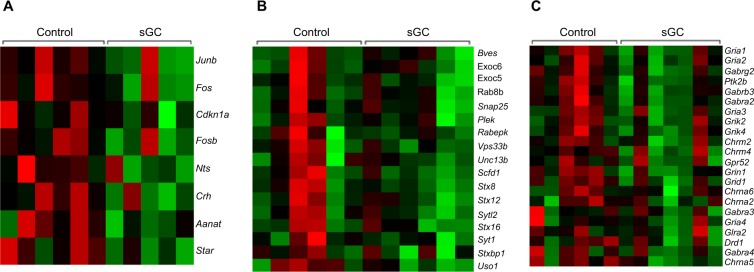
Heatmaps showing key hippocampal genes driving the gene set enrichment differences between sGC exposed offspring lineages and controls (Veh F_1_ (n = 6), F_2_ (6), F_3_ (6); sGC F_1_ (5), F_2_ (6), F_3_ (7)) in (**A**) F_1_ juvenile females, the corticosterone response pathway was significantly down-regulated (NE > 1.6, p < 0.01, FDR < 0.05); (**B**) F_2_, the vesicle docking pathway was significantly down-regulated (NES > 1.6, p < 0.01, FDR < 0.05); (**C**) F_3_, the neurotransmitter receptor activity pathway was down-regulated (NES > 1.6, p < 0.01, FDR < 0.05). Green: decreased transcription; red: increased transcription.

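Among the 11414 genes tested in the 6 control and 6 sGC animals of F_2_, 0 had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 758 had an unadjusted p below 0.05, and the smallest adjusted p was 0.379. DESeq2, the alternative that moved this count most, gave 12 genes, and the likelihood ratio test gave 6. Without sGC replicate 5, 1 gene passed, DDX39B, singled out here after its value was seen. LCTL, OR51E1 and ZFYVE19 have an FDR below 0.05 in the authors' deposited table. LCTL had 5.71 ± 1.88 CPM (SD, n = 6) in control and 3.12 ± 0.4898 (SD, n = 6) in sGC animals, a log2 fold change of -0.87 (standard error 0.182, adjusted p = 0.409 from edgeR). OR51E1 went from 27.1 ± 4.76 (SD, n = 6) to 19.3 ± 2.20 CPM (SD, n = 6), by -0.49 on the log2 scale (adjusted p = 0.409 from edgeR). ZFYVE19 had 24.6 ± 2.13 (SD, n = 6) and 19.1 ± 2.00 CPM (SD, n = 6), a log2 fold change of -0.37 (adjusted p = 0.379 from edgeR). Each of the 3 genes was below the control mean in 6 of 6 sGC animals, and each had an adjusted p of 0.0108 in the likelihood ratio test.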

In F_2_, only three genes were significantly differentially expressed in sGC animals compared to control (FDR < 0.05; Fig. 1A); the three genes exhibited reduced expression. GSEA results showed significant enrichment of 193 gene sets, with 20 down-regulated and 172 gene sets up-regulated (NES > 1.6, FDR < 0.25; Supplementary Table S1). It is important to note that with regards to the GSEA, the individual genes within the gene sets are not significantly differentially expressed. Rather, a greater number of genes pertaining to these pathways are changed in the same direction than would be expected by chance; thus, these pathways are “enriched”^32^. Down-regulated gene sets were involved in vesicular docking and extracellular matrix organization, while up-regulated pathways were related to cytokine signaling (NES > 1.6, FDR < 0.25). 

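Of the 35 collagen genes tested in F_2_, a family fixed by gene symbol, 27 were lower and 8 higher in sGC animals, with a median log2 fold change of -0.10 under TMM scaling and under DESeq2's size factors. As a set they were not shown to move in one direction when the correlation between genes was estimated (adjusted p = 0.599 from limma's camera) or under fry (adjusted p = 0.484). With camera's preset correlation the adjusted p was 0.000228. The correlation estimated between the residuals of collagen genes was 0.319, against the preset 0.01.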

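Figure 2B names 17 genes of the vesicle docking set, all of them tested in F_2_, among them BVES, EXOC5, EXOC6, PLEK, RAB8B, SNAP25, STX16, SYT1, SYTL2, UNC13B and VPS33B. All 17 were lower in sGC animals, by log2 fold changes between -0.20 and -0.05 with a median of -0.08. Over all genes tested, 0 of them had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test (smallest 0.507), and 8 had an unadjusted p below 0.05. Adjusted over the list alone, STX16 and SYT1 passed, which is not independent evidence because the genes were picked from these libraries. SYT1 had 1879 ± 44.6 CPM (SD, n = 6) in control and 1738 ± 59.8 (SD, n = 6) in sGC animals, and STX16 had 29.1 ± 1.41 (SD, n = 6) and 26.2 ± 0.778 (SD, n = 6). The 17 genes as a set were lower with an adjusted p of 0.0128 in limma's camera and of 0.00187 under fry, which restates in part that the paper drew them for their direction in these libraries. Leaving out each library in turn gave adjusted p-values between 0.0135 and 0.0330 in camera, and a block for the replicate number, which does not pair the animals, gave 0.139. The difference from F_1_ was not shown for this set (adjusted p = 0.419, limma's camera on the interaction). The paper reasons that such a pathway is enriched because more of its genes change in the same direction than chance would give, although single genes are not differentially expressed.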

An example of the vesicular docking gene set is presented in Fig. 2B.

In F_3_, 496 genes were significantly differentially expressed in sGC animals compared to control (FDR < 0.05; Fig. 1A). Of these, 223 genes were significantly down-regulated in sGC offspring, while 273 genes were significantly up-regulated in sGC offspring. 

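In F_3_, 573 of 11359 genes had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 247 higher and 326 lower in sGC animals. Without sGC replicate 5 this count fell to 288 genes, and without sGC replicate 6 it was 639. Without libraries 32 to 36 it was 317 genes, 161 higher and 156 lower. The likelihood ratio test gave 788 genes, 369 higher and 419 lower. The authors' deposited table has 496 genes with an FDR below 0.05, 273 higher and 223 lower, and 444 of them also passed here. RPS28, which encodes a ribosomal protein, had 77.1 ± 3.33 CPM (SD, n = 6) in control and 97.4 ± 7.10 (SD, n = 7) in sGC animals, a log2 fold change of 0.34 (standard error 0.0474, adjusted p = 0.00195 from edgeR). TSPOAP1 rose by 0.24 on the log2 scale, from 185 ± 8.64 (SD, n = 6) to 218 ± 6.72 CPM (SD, n = 7; adjusted p = 0.00237 from edgeR). CAPN10 went from 31.7 ± 1.16 (SD, n = 6) to 38.6 ± 1.88 CPM (SD, n = 7), a log2 fold change of 0.28 (adjusted p = 0.00269 from edgeR). Among the lower genes, the smallest adjusted p, 0.00168, was shared by HSPH1, APP and NELL2. HSPH1 decreased by 0.26 on the log2 scale, from 332 ± 10.9 (SD, n = 6) to 278 ± 7.82 CPM (SD, n = 7). APP had 2158 ± 93.5 (SD, n = 6) and 1816 ± 36.8 CPM (SD, n = 7), a log2 fold change of -0.25. NELL2 had 843 ± 23.0 (SD, n = 6) and 698 ± 34.5 CPM (SD, n = 7), a log2 fold change of -0.27. For each of these 6 genes, all 7 sGC animals lay beyond every control animal.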

Overall, there are 368 gene sets enriched as per GSEA, of which 190 are negatively enriched and 178 are positively enriched (NES > 1.6, FDR < 0.25; Supplementary Table S1). 

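A list of 9 astrocyte marker genes, written from general knowledge and holding 2 genes whose direction Fig. 1B gives, was higher in the sGC animals of F_3_ for every gene, with a median log2 fold change of 0.23. Of these, 4 genes, SLC1A2, GLUL, S100B and SLC4A4, had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, and the hippocampus expressed all 9. SLC1A2, the most abundant, had 3305 CPM in control and 3898 in sGC animals, and it and SLC4A4 are also genes of Fig. 1B. The list was higher as a set with an adjusted p of 0.0128 in limma's camera, 0.000287 under fry and 0.0160 in camera without libraries 32 to 36. With a block for the replicate number, which does not pair the animals, it was 0.0625 in camera. In F_1_ all 9 genes were higher as well (adjusted p = 0.457 from limma's camera), and the difference between F_3_ and F_1_ was not shown for the list (adjusted p = 0.757, limma's camera on the interaction).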

GSEA revealed significant down-regulation of neurotransmitter receptor activity and neuropeptide and synaptic signaling pathways, and up-regulation of astrocyte differentiation and Schwann cell development pathways in the sGC animals (NES > 1.6, FDR < 0.25). 

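Of the 22 genes that Fig. 2C shows, GPR52 had too few counts to be tested, and the other genes, among them CHRM2, CHRM4, CHRNA2, CHRNA5, DRD1, GABRA2, GLRA2, GRIA1, GRIA2, GRIK2, GRIN1 and PTK2B, were all lower in the sGC animals of F_3_. Their log2 fold changes lay between -0.32 and -0.08, with a median of -0.14. GABRA2, GRIA1 and PTK2B were among the genes with an adjusted p-value below 0.05 over all genes tested in edgeR's quasi-likelihood test, and 11 of the 21 had an unadjusted p below 0.05. Adjusted over the list alone, 10 genes passed, which is not independent evidence because the genes were picked from these libraries. As a set they were lower with an adjusted p of 0.0189 in limma's camera and 0.000287 under fry, values that are no independent evidence either, for the same reason. Leaving out each library in turn gave values between 0.00895 and 0.0482 in camera, and the block for the replicate number, which does not pair the animals, gave 0.0625. In F_1_ 13 of these 21 genes were lower, and the difference between F_3_ and F_1_ was not shown for the set (adjusted p = 0.3197, limma's camera on the interaction).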

Figure 2C presents an example of the neurotransmitter receptor activity gene set.

### Transgenerational comparisons

There were 18 common genes that were significantly upregulated in F_1_ and F_3_ juvenile female sGC offspring compared to controls (Fig. 1B), though these 18 genes were not differentially expressed in F_2_ (Fig. 1B). 

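Each of the 18 genes of Fig. 1B was tested in all 3 generations. In F_1_, 16 were higher and 2 lower in sGC animals, and 12 had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test. All 18 were higher in F_3_, and 12 passed there as well. Of the 18 genes, APC, DEF8, DOCK8, DOK6, KSR2, SLC4A4, VTI1A, ZBTB44 and ZNF704 passed in both generations. Adjusted over the list alone, all 18 passed in F_1_ and all 18 in F_3_, which is not independent evidence since the list was chosen on these libraries. None passed in F_2_, where 0 had an unadjusted p below 0.05 and the log2 fold changes lay between -0.06 and 0.20. The 2 genes lower in F_1_ were ALDH1A2 and SLC22A2, both with few reads. ALDH1A2 had 1.928 ± 0.794 CPM (SD, n = 6) in control and 0.910 ± 0.5003 (SD, n = 5) in sGC animals of F_1_, a log2 fold change of -1.12 (standard error 0.354), and 5 of 5 sGC animals lay below the control mean. Its adjusted p was 0.106 from edgeR, and 0.0376 without sGC replicate 4, which also brought SLC22A2 to 0.0269. In F_3_ it had 1.12 ± 0.353 (SD, n = 6) and 1.82 ± 0.785 CPM (SD, n = 7), a log2 fold change of 0.70 (adjusted p = 0.160 from edgeR), with 6 of 7 sGC animals above the control mean. For SLC22A2 the log2 fold change was -1.32 in F_1_ (standard error 0.400, adjusted p = 0.0952 from edgeR) and 0.95 in F_3_ (standard error 0.387, adjusted p = 0.167 from edgeR). The log2 fold change in F_1_ is -1.09 for ALDH1A2 and -1.22 for SLC22A2 in the authors' deposited table. The difference between the effects in F_3_ and F_1_, tested as an interaction over all 36 libraries, was 1.82 for ALDH1A2 (adjusted p = 0.0836 over all genes, edgeR) and 2.26 for SLC22A2 (adjusted p = 0.132, edgeR). Both genes also stand on a list of meningeal marker genes. Over all genes tested in F_1_ and F_3_, 10 were past the threshold in both, the 9 named above and ST3GAL5, all 10 in the same direction, where 11.9 would be shared by chance (Fisher's exact test, odds ratio 0.828, p = 0.654). With all 3 generations fitted together 48 genes were shared, all 48 in the same direction, where chance gives 25.0 (Fisher's exact test, odds ratio 2.14, p = 1.1e-05). In that fit the generations share 1 estimate of the spread per gene, so that their calls are not independent, which Fisher's test assumes. With the likelihood ratio test 51 genes were shared, where chance gives 41.4 (Fisher's exact test, odds ratio 1.27, p = 0.115). DESeq2 gave 65 shared genes, where chance gives 74.2 (Fisher's exact test, odds ratio 0.850, p = 0.243). Without libraries 32 to 36 none were shared, and the fits that left out 1 library each gave from 1 (without F_1_ control replicate 1) to 19 genes (without F_1_ sGC replicate 1).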

There were 8 GSEA pathways that were enriched in all three generations of sGC animals (NES > 1.6, FDR < 0.25). 

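Several pathways of Table 1 are collagen or extracellular matrix sets by their names. Their memberships were not used here, and the collagen genes, taken by symbol, stood in for them. Of 34 collagen genes tested, 25 were lower in the sGC animals of F_1_ (median log2 fold change -0.10), and in F_3_ 26 of 34 were higher (median 0.11). These medians kept their sign with DESeq2's size factors and without libraries 32 to 36. The collagens were not past the threshold as a set in any generation in limma's camera (adjusted p = 0.730 in F_1_ and 0.638 in F_3_), and with the preset correlation the adjusted p was 0.0436 in both. Leaving out each library in turn gave adjusted p-values between 0.457 and 0.959 in F_1_ and up to 0.800 in F_3_. The difference between F_3_ and F_1_ was not past the threshold either (adjusted p = 0.365, limma's camera on the interaction).

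**Figure D1:**
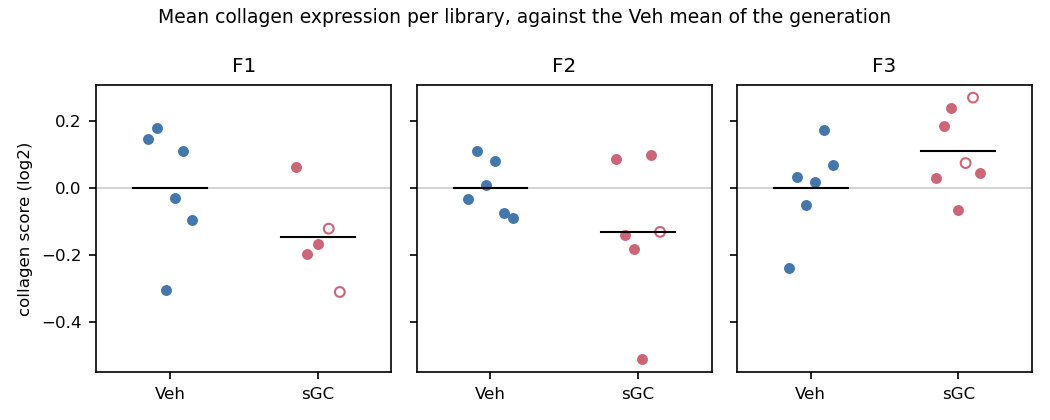
Collagen score of each library, the mean over collagen genes of log2 CPM minus the mean of the control libraries of its generation, for control and sGC animals of F_1_, F_2_ and F_3_; lines show group means and open circles the libraries numbered 32 to 36. The sGC and control libraries overlap in every generation.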

Interestingly, the direction of enrichment of these pathways is not consistent across the generations (Table 1).

**Table 1:** Gene sets that are enriched in F1, F2, and F3 female hippocampus after antenatal sGC exposure.

Name	Type	Generation	Effect of sGC	SIZE	NES	NOM p-val	FDR q-val
GO_COLLAGEN_FIBRIL_ORGANIZATION	c5	F_1_	Negative	31	1.64	0.009	0.174
GO_COLLAGEN_FIBRIL_ORGANIZATION	c5	F_2_	Negative	31	1.92	<0.001	0.060
GO_COLLAGEN_FIBRIL_ORGANIZATION	c5	F_3_	Positive	31	−1.89	<0.001	0.056
GO_EMBRYONIC_CAMERA_TYPE_EYE_MORPHOGENESIS	c5	F_1_	Positive	18	−1.98	0.005	0.084
GO_EMBRYONIC_CAMERA_TYPE_EYE_MORPHOGENESIS	c5	F_2_	Positive	17	−1.79	0.008	0.102
GO_EMBRYONIC_CAMERA_TYPE_EYE_MORPHOGENESIS	c5	F_3_	Positive	17	−1.76	0.005	0.100
GO_EXTRACELLULAR_MATRIX_STRUCTURAL_CONSTITUENT	c5	F_1_	Negative	56	1.90	<0.001	0.015
GO_EXTRACELLULAR_MATRIX_STRUCTURAL_CONSTITUENT	c5	F_2_	Negative	56	2.02	<0.001	0.012
GO_EXTRACELLULAR_MATRIX_STRUCTURAL_CONSTITUENT	c5	F_3_	Positive	46	−1.77	0.005	0.165
GO_MULTICELLULAR_ORGANISMAL_MACROMOLECULE_METABOLIC_PROCESS	c5	F_1_	Negative	49	1.83	<0.001	0.057
GO_MULTICELLULAR_ORGANISMAL_MACROMOLECULE_METABOLIC_PROCESS	c5	F_2_	Negative	50	1.98	<0.001	0.044
GO_MULTICELLULAR_ORGANISMAL_MACROMOLECULE_METABOLIC_PROCESS	c5	F_3_	Positive	49	−2.16	<0.001	0.006
GO_NEUROPEPTIDE_SIGNALING_PATHWAY	c5	F_1_	Negative	51	1.74	0.001	0.116
GO_NEUROPEPTIDE_SIGNALING_PATHWAY	c5	F_2_	Positive	55	−1.70	0.006	0.150
GO_NEUROPEPTIDE_SIGNALING_PATHWAY	c5	F_3_	Negative	54	2.20	<0.001	0.001
REACTOME_COLLAGEN_FORMATION	c2	F_1_	Negative	48	1.96	<0.001	0.003
REACTOME_COLLAGEN_FORMATION	c2	F_2_	Negative	49	2.47	<0.001	<0.001
REACTOME_COLLAGEN_FORMATION	c2	F_3_	Positive	48	−2.15	<0.001	<0.001
REACTOME_EXTRACELLULAR_MATRIX_ORGANIZATION	c2	F_1_	Negative	58	1.98	<0.001	0.002
REACTOME_EXTRACELLULAR_MATRIX_ORGANIZATION	c2	F_2_	Negative	59	2.36	<0.001	<0.001
REACTOME_EXTRACELLULAR_MATRIX_ORGANIZATION	c2	F_3_	Positive	58	−2.26	<0.001	<0.001
GO_MULTICELLULAR_ORGANISM_METABOLIC_PROCESS	c5	F_1_	Negative	58	1.83	0.001	0.054
GO_MULTICELLULAR_ORGANISM_METABOLIC_PROCESS	c5	F_2_	Negative	60	1.77	<0.001	0.210
GO_MULTICELLULAR_ORGANISM_METABOLIC_PROCESS	c5	F_3_	Positive	58	−1.86	0.002	0.072

Type: collections of gene sets; c5 = gene ontology, c2 = curated gene sets from published data sets. Effect of sGC: describes relationship between treatment with sGC and the expression of genes within a gene set, positive-increased expression, negative-decreased expression. Size: number of genes in the gene set. NES: normalized enrichment score used to compare gene sets of different sizes. FDR: false discovery rate, the probability that a gene set with a specific NES is a false positive. (Veh F_1_ (n = 6), F_2_ (6), F_3_ (6); sGC F_1_ (5), F_2_ (6), F_3_ (7)).

### DNA methylation

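DNA methylation was measured in the hippocampus by bisulfite sequencing after capture with custom probes for promoters and enhancers of the guinea pig genome. The labels give 6 control and 6 sGC animals in each of F_1_, F_2_ and F_3_. For F_3_ the paper's Methods and the legends of Figs. 3 and 5 give 7 control and 5 sGC animals, so that the groups behind the F_3_ differences are not certain. The authors aligned the reads to cavPor3, required at least 10 reads per CpG, and compared sGC with control in methylKit for windows of 100 bp placed every 50 bp and for single CpGs. The tables used here hold this comparison, a difference in percent methylation (sGC minus control, in percentage points) with its p-value and q-value. Values per animal were not used, and the coverage, the spread between animals and the effect of single animals were not analysed here. The authors' deposited tables list windows and CpGs with an absolute difference of at least 2, 53723 windows in F_1_, 41660 in F_2_ and 46788 in F_3_, and 90611, 46492 and 74064 CpGs. Annotation of the nearest gene, the genomic category and the distance to the transcription start site (TSS) is the authors', made with Homer. The category was used without the gene it refers to, so that an intronic window need not lie in an intron of its nearest gene. Windows and CpGs with a q-value below 0.05 and a difference above 10 were counted here, and overlaps, merged windows, recurrence between generations and enrichment were computed from these tables. Gene names beside the Ensembl identifiers were taken from Supplementary Table S2, which names only part of the genes.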

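In the authors' deposited table of F_1_, 387 windows had a q-value below 0.05 and a difference above 10, 178 hypomethylated and 209 hypermethylated. Differences in the authors' deposited table ran from -38.0 to 26.8 among them, and their median size was 11.6, close to the threshold. Merging overlapping and adjacent windows gave 371 regions, and a threshold of 20 left 14 windows, 7 of them hypomethylated. The largest hypomethylation in the authors' deposited table was -38.0 at scaffold 46 from 4000501 to 4000600, an intergenic window 35267 bp from SNORA2. Next came -24.6 near ARV1 (scaffold 16, 1278201 to 1278300) and -24.0 at an intergenic window of scaffold 4 (57768451 to 57768550) in the authors' deposited table. Hypermethylation in the authors' deposited table reached 26.8 on scaffold 1043 (4951 to 5050), without a gene nearby, and 26.5 near U6 (scaffold 7, 10588701 to 10588800). Next was 24.9 at an intronic window whose nearest TSS, at -50760 bp, was that of UQCRC2 (scaffold 4, 38384901 to 38385000).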

In F_1,_ there were 406 significantly differentially methylated regions (DMRs; 100 bp window) (>10%, FDR < 0.05) with 184 DMRs hypomethylated (>10%, FDR < 0.05) and 222 DMRs hypermethylated (>10%, FDR < 0.05) in sGC offspring relative to control (Fig. 3A, Supplementary Table S2). Hypomethylated DMRs were overrepresented in 14 pathways (p < 0.01, FDR < 0.05) related to ion and glutamate channel activity, while hypermethylated DMRs were overrepresented in 54 pathways (p < 0.01, FDR < 0.05), related to nervous system development and synapse assembly (Supplementary Table S3). 

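For F_2_, the authors' deposited table held 309 windows past both thresholds, 141 hypomethylated and 168 hypermethylated, which merged into 299 regions. Of these windows, 131 were also listed in Supplementary Table S2 and 178 were not. With a threshold of 20, 4 windows remained, 2 hypomethylated and 2 hypermethylated. The largest differences in the authors' deposited table were -29.0 on scaffold 4 (54497702 to 54497800) and -25.8 on scaffold 15 (28907502 to 28907600). In the other direction they were 24.5 near FAM198B (scaffold 7, 32298552 to 32298650) and 22.5 at an intronic window nearest to CCNJL (scaffold 17, 7156052 to 7156150).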

In F_2_, there were 139 significant DMRs (>10%, FDR < 0.05) with 74 DMRs hypomethylated (>10%, FDR < 0.05) and 65 DMRs hypermethylated (>10%, FDR < 0.05) in sGC animals relative to control (Fig. 3B, Supplementary Table S2). Hypomethlyated DMRs were enriched in 7 pathways (p < 0.01, FDR < 0.05) related to GTPase binding and regulator activity, while hypermethylated DMRs were only enriched in the cytokine receptor binding pathway (p < 0.01, FDR < 0.05), related to nervous system development and synapse assembly (Supplementary Table S3). 

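In F_3_, 358 windows of the authors' deposited table were past both thresholds, 163 hypomethylated and 195 hypermethylated, and they merged into 346 regions. At a threshold of 20 there were 13 windows, 3 hypomethylated and 10 hypermethylated. The most hypomethylated windows of the authors' deposited table were intronic, nearest to OXSR1 (scaffold 87, 2593852 to 2593950, -35.3) and SLC44A3 (scaffold 2, 20567302 to 20567400, -27.9). The most hypermethylated in the authors' deposited table were intergenic, near U6 (scaffold 33, 1485802 to 1485900, 39.3) and POMP (scaffold 6, 30128252 to 30128350, 26.6). Among all windows listed in the authors' deposited table, 56.4% were lower in sGC animals in F_3_, against 50.7% in F_1_ and 51.2% in F_2_.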

In F_3,_ there were 380 significant DMRs (> 10%, FDR < 0.05) with 170 DMRs hypomethylated (>10%, FDR < 0.05) involved in glutamatergic and ion channel activity and 210 DMRs hypermethylated related to acetylcholine receptor binding and neuron recognition (>10%, FDR < 0.05) in sGC animals relative to controls (Fig. 3C, Supplementary Table S2).

**Figure 3:**
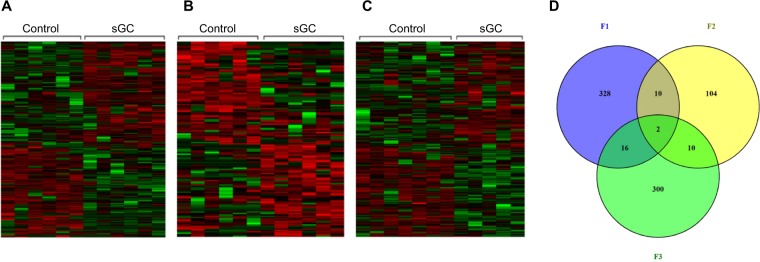
Heatmaps showing significantly differentially methylated regions (DMRs) in the hippocampus between sGC exposed offspring lineages and controls (Veh F_1_ (n = 6), F_2_ (6), F_3_ (7); sGC F_1_ (6), F_2_ (6), F_3_ (5)) in (**A**) F_1_ juvenile females, a total of 406 regions were differentially methylated; 184 demethylated, 222 hypermethylated (>10%, FDR < 0.05); (**B**) In F_2_, 139 regions were differentially methylated; 74 demethylated, 65 hypermethylated (>10%, FDR < 0.05); (**C**) In F_3_, 380 regions were differentially methylated; 170 demethylated, 210 hypermethylated (>10%, FDR < 0.05). Green decreased methylation, red increased methylation; (**D**) Venn diagram illustrating the number of regions related to genes that are significantly differentially methylated in the HPC from F_1_-F_3_ female PT (Paternal Transmission) and the number of regions that overlap between generations.

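By the category in the authors' deposited table, 58.5% of the differentially methylated windows of F_1_, 58.9% of F_2_ and 56.5% of F_3_ were intergenic. Introns held 31.2%, 28.5% and 33.9%, and promoters 5.03%, 7.44% and 4.93%. Against all windows listed, the share in promoters was higher in F_2_ (odds ratio 1.65, p = 0.0287) and not shown to differ in F_1_ (odds ratio 1.06, p = 0.808) or F_3_ (odds ratio 1.10, p = 0.694; Fisher's exact tests, not adjusted over the 15 categories and generations). In F_3_, introns held more (odds ratio 1.37, p = 0.00751) and intergenic sequence fewer of these windows (odds ratio 0.737, p = 0.00581, Fisher's exact tests). Overlapping windows are not independent, which these tests do not take into account. No identifier of a gene was given for 9 windows of F_1_ and 13 of F_3_ in the authors' deposited table.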

Not all of the DMRs significantly affected by sGC exposure were associated with coding genes (Supplementary Table S2). Figure 3D shows the number of hypo- or hypermethylated DMRs in each generation of offspring that were related to genes. 

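The differentially methylated windows of the authors' deposited table carried 356 gene identifiers in F_1_, 295 in F_2_ and 327 in F_3_. The nearest gene was often far away: the windows of the genes named in Fig. 4A lay between 2510 and 51846 bp from the TSS.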

There were 2 genes with differential methylation in all three generations of sGC offspring. These genes are *Kif26b*, and *St6galnac5* (>10%, FDR < 0.05; Fig. 3D). 

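Near KIF26B, 83 windows were listed in F_1_, 78 in F_2_ and 62 in F_3_, all given the same gene by the authors' annotation. In the authors' deposited table, 1 of them was past both thresholds in F_1_ (scaffold 13, 12260801 to 12260900, -11.4), 1 in F_2_ (12242502 to 12242600, -11.4) and 2 overlapping windows in F_3_ (12242352 to 12242450, 11.9, and 12242402 to 12242500, 12.7). The windows of different generations did not overlap, but that of F_2_ lay directly beside the F_3_ window from 12242402, with a difference in the opposite direction. For ST6GALNAC5, the authors' deposited table had a window past the thresholds in F_1_ (scaffold 2, 58756901 to 58757000, -11.3, intergenic, 200219 bp from the TSS) and another in F_2_ (58513152 to 58513250, 10.1, in an intron). Of its 7 windows listed in F_3_, 0 were past both thresholds.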

Methylation of *Kif26b* is decreased in F_1_ and F_2_ and increased in F_3_, whereas methylation of *St6galnac5* is decreased in F_1_ and F_3_ and increased in F_2_.

### Overlap between changes in DNA methylation and gene expression

In F_1_, there were 5 genes (*Ino80d, Zbtb44, Grin2a, Sacs, Prkca*) that were both significantly differentially expressed (FDR < 0.05) and differentially methylated (>10%, FDR < 0.05; Fig. 4A). 

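By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, ZBTB44 was past an adjusted p of 0.05 in F_1_. It had 97.4 ± 3.93 CPM (SD, n = 6) in control and 113 ± 7.45 (SD, n = 5) in sGC animals, a log2 fold change of 0.22 (adjusted p = 0.0330 from edgeR), with 5 of 5 sGC animals above the control mean. Its call rested on single libraries, since 3 of the 11 fits that left out 1 library each kept it and the adjusted p was 0.0822 without sGC replicate 5. INO80D, GRIN2A and PRKCA were also higher in sGC animals, with adjusted p-values of 0.0690, 0.0630 and 0.0801 from edgeR, and these genes and ZBTB44 passed with the likelihood ratio test and when adjusted over the list alone. The list was drawn from these data and is not independent evidence. Over 381 genes that had a name in Supplementary Table S2, a differentially methylated window in any generation and a count, 178 were methylated and 7 expressed differentially in F_1_, and 1 gene was in both where chance gives 3.27 (Fisher's exact test, p = 0.127). This background holds only genes methylated differentially in some generation, so that it compares generations; over all genes tested for expression, chance gives 3.71 (odds ratio 0.262, p = 0.1898, Fisher's exact test). With expression calls from the likelihood ratio test 10 genes were in both (13.1 by chance, p = 0.244, Fisher's exact test). In the authors' deposited table, the windows of INO80D and ZBTB44 had differences of 10.4 and 10.2, and those of GRIN2A and PRKCA of -13.6 and -11.9.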

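In F_2_, 0 genes were past the threshold for expression in edgeR's quasi-likelihood test (758 at an unadjusted p below 0.05), so that none of the 75 genes that had a differentially methylated window, a name in Supplementary Table S2 and a count could be counted in both. The likelihood ratio test gave none in both either.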

There was no overlap between gene expression and methylation in F_2_. 

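In all, 7 genes were past the thresholds for both expression and methylation in F_3_, namely APP, CACNA2D1, DYM, FTH1, GRIA1, LTA4H and SYT1, where chance gives 9.27 among 378 genes with a window, a name in Supplementary Table S2 and a count (Fisher's exact test, odds ratio 0.637, p = 0.391). All of these 378 genes were methylated differentially in some generation, and over all genes tested for expression chance gives 7.37 (odds ratio 0.947, p = 1, Fisher's exact test). With expression calls from the likelihood ratio test there were 10, with KIF26B, SDHAF4 and ZC3H12C added. The adjusted p in edgeR's quasi-likelihood test was 0.0513 for SDHAF4 and 0.0700 for ZC3H12C, and both genes were higher in 7 of 7 sGC animals than the control mean. CACNA2D1 fell from 359 ± 21.9 (SD, n = 6) to 318 ± 10.7 CPM (SD, n = 7), DYM from 50.4 ± 3.17 (SD, n = 6) to 43.1 ± 1.74 (SD, n = 7) and LTA4H from 45.1 ± 0.839 (SD, n = 6) to 39.8 ± 1.90 (SD, n = 7). SYT1 fell from 1701 ± 54.4 (SD, n = 6) to 1496 ± 63.8 CPM (SD, n = 7), an adjusted p of 0.00765 in edgeR. In the authors' deposited table, the windows of APP, SDHAF4, SYT1 and ZC3H12C were hypermethylated by 10.2, 10.4, 16.4 and 15.6, and those of CACNA2D1, DYM and LTA4H had differences of -10.1, -13.2 and -10.7. GRIA1 had a window in either direction in the authors' deposited table, 11.2 and -10.6.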

In F_3_, 8 genes (*App, Cacna2d1, Dym, Gria1, Lta4h, Sdhaf4, Syt1, Zc3h12c*) were both significantly differentially expressed (FDR < 0.05) and differentially methylated (>10%, FDR < 0.05; Fig. 4B). 

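By the annotation in the authors' deposited table, the windows of INO80D, ZBTB44 and GRIN2A in F_1_ were intergenic and that of PRKCA intronic. The 9 windows of APP, CACNA2D1, DYM, GRIA1, LTA4H, SDHAF4, SYT1 and ZC3H12C in F_3_ were 6 intronic, 2 intergenic and 1 exonic in the authors' deposited table. None of these lay in a promoter, and their distances in the authors' deposited table ran from 2510 to 51846 bp in F_1_ and from 2958 to 201993 bp in F_3_. The positions of the enhancer probes were not used here, so that these windows could not be assigned to enhancers. The intronic window of APP lay at -27947 bp, upstream of the nearest TSS, so that its intron need not be one of APP.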

All the methylation changes that overlapped gene expression in both F_1_ and F_3_ animals occurred in enhancer regions (Fig. 4).

**Figure 4:**
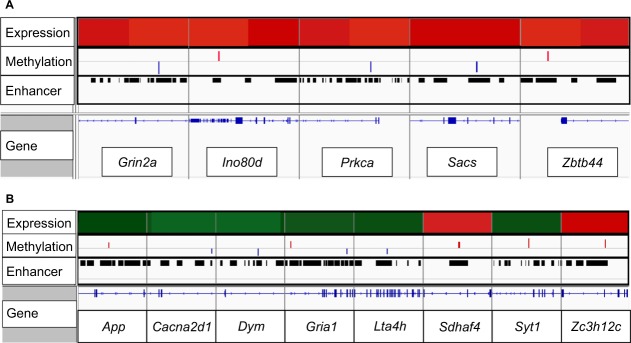
Visualization of significant differences in expression and DNA methylation, overlaid with genomic loci in (**A**) F_1_ and (**B**) F_3_. Top row represents significant changes in gene expression associated with prenatal sGC. Red indicates significantly increased expression (FDR < 0.05), green indicates significantly decreased expression (FDR < 0.05). Second row represents significant changes in methylation. Blue indicates significantly decreased methylation (>10%, FDR < 0.05), red indicates significantly increased methylation (>10%, FDR < 0.05). Enhancer row identifies which regions of the genome were captured as enhancers. Gene tracks are represented above the gene names in blue, with horizontal lines representing intron sequences and coding exons represented by blocks.

### Single-nucleotide resolution methylation changes are related to small non-coding RNAs (snRNAs)

To elucidate how antenatal sGC affect DNA methylation at the individual CpG level, we performed DNA methylation analysis with single-nucleotide resolution. In F_1_ animals that had been exposed to prenatal sGC, there were 63 CpGs that were significantly differentially methylated (>10%, FDR < 0.05; 29 hypomethylated, 34 hypermethylated). 

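In the authors' deposited table of F_1_, 67 CpGs had a q-value below 0.05 and a difference above 10, 32 hypomethylated and 35 hypermethylated. Of these, 63 had a genomic category and 4 had none. At a threshold of 20, 28 remained. Counting CpGs within 100 bp of each other once gave 57 sites. The CpGs clustered: 15 of the hypermethylated ones lay on scaffold 2369 between 302 and 6771, with differences in the authors' deposited table between 10.0 and 13.1, which leaves 20 hypermethylated and 32 hypomethylated CpGs elsewhere. The largest differences in the authors' deposited table were -49.3 at 4496102 of scaffold 76 and 49.4 at 3116889 of scaffold 107, both annotated as promoters, at -92 and 45 bp from a TSS.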

There were 13 differentially methylated CpGs in unannotated regions, 5 were in regions related to coding genes, and 45 related to snRNA encoding genes. In F_2_ sGC animals, there were 21 CpGs that were significantly differentially methylated (>10%, FDR < 0.05; 11 hypomethylated, 10 hypermethylated). 

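For F_2_, the authors' deposited table gave 21 CpGs past both thresholds, 11 hypomethylated and 10 hypermethylated, of which 16 had a difference above 20. They made up 19 sites when CpGs within 100 bp were counted once, on 16 scaffolds. The largest differences in the authors' deposited table were -58.9 on scaffold 62 (6551336), an intergenic CpG 62809 bp from U6, and 49.0 on scaffold 7 (52571928).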

There were 4 differentially methylated CpGs in unannotated regions, 4 were in regions related to coding genes and 13 were related to snRNA genes. In F_3_ sGC animals, there were 51 CpGs that were significantly differentially methylated (>10%, FDR < 0.05; 33 hypomethylated, 18 hypermethylated). 

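In F_3_, 51 CpGs of the authors' deposited table were past both thresholds, 33 hypomethylated and 18 hypermethylated, 1 of them listed under 2 annotations so that 50 positions were unique. With CpGs within 100 bp counted once there were 41 sites, and 26 CpGs had a difference above 20. Differences in the authors' deposited table reached -38.5 on scaffold 25 (26687379) and 38.7 on scaffold 62 (6551336), the latter 62809 bp from U6.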

There were 12 differentially methylated CpGs in unannotated regions, 8 in regions related to coding genes, and 31 were related to snRNA genes. The significantly differentially methylated CpGs were distributed amongst promoter and enhancer regions. A list of affected snRNA genes is presented in Supplementary Table S4.

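Only few of the affected identifiers could be named from the tables used here: of the 43, 19 and 39 gene identifiers of differentially methylated CpGs in the authors' deposited table, 0 in F_1_, 1 in F_2_ and 2 in F_3_ had a name. Supplementary Table S4 gives 45 CpGs for F_1_, 13 for F_2_ and 31 for F_3_ as the paper's counts. The class of the remaining genes was not analysed here.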

### sGC differentially methylated CpGs were enriched in RNApol II-PS5 binding regions

We investigated the enrichment of significantly differentially methylated CpGs among distinct genomic features. Since we designed a custom probe set to target specific regions of the genome, we were able to use this probe coverage to determine whether methylation changes were enriched in a certain region. Though over 85% of our capture was designed for enhancer regions, the significant changes in CpG methylation did not occur in enhancer regions, but rather occurred in promoter regions. 

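Of the differentially methylated CpGs with a category in the authors' deposited table, 49.2% in F_1_, 38.1% in F_2_ and 47.1% in F_3_ lay in promoters, against 11.7%, 13.5% and 11.9% of all CpGs listed. The odds ratio for promoters was 7.36 in F_1_ (p = 2.3e-13), 3.95 in F_2_ (p = 0.00430) and 6.57 in F_3_ (p = 5.9e-10, Fisher's exact tests). By category, the excess was not confined to promoters. For transcription termination sites the odds ratio was 4.65 in F_1_ (p = 2.2e-05), 3.76 in F_2_ (p = 0.0322) and 2.54 in F_3_ (p = 0.0406, Fisher's exact tests). Termination-site CpGs among the 3 largest differences of each direction lay 157 and 758 bp from a TSS in F_1_. In F_2_ they lay 385 and 225 bp from one, so that these CpGs are close to a TSS too. Intergenic CpGs made up 27.0%, 28.6% and 31.4% of the differentially methylated ones in the authors' deposited table, and 65.3%, 59.2% and 65.4% of all listed. Within 1000 bp of a TSS lay 73.0% of the differentially methylated CpGs in F_1_, 61.9% in F_2_ and 58.8% in F_3_, against 18.6%, 21.3% and 18.0% of all CpGs. The median distance to the TSS in the authors' deposited table was 201 bp in F_1_, 225 bp in F_2_ and 635 bp in F_3_, and 25611, 24499.5 and 25619.5 bp over all CpGs listed. The background is the CpGs listed with a difference of at least 2, not every CpG covered by the probes.

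**Figure D2:**
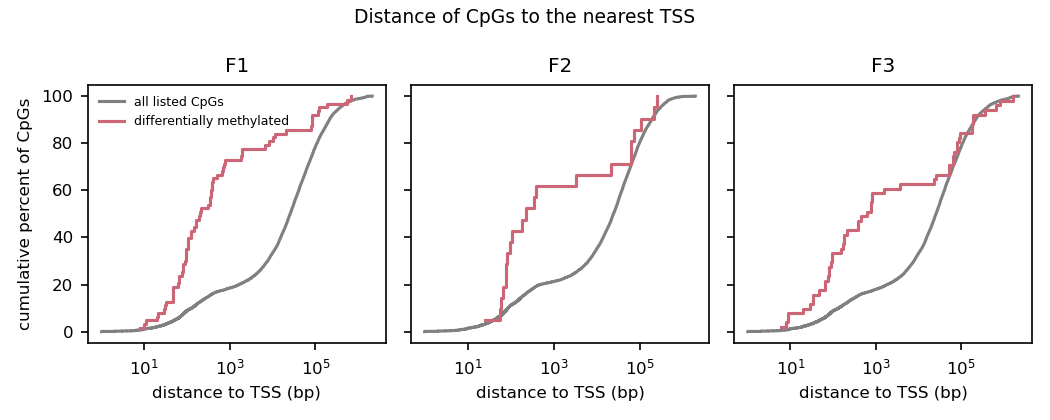
Share of CpGs (percent) by distance to the TSS (bp) in F_1_, F_2_ and F_3_, for differentially methylated CpGs and for all CpGs listed in the authors' deposited table. The differentially methylated CpGs gather within 1000 bp of a TSS, 73.0% of them in F_1_.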

The observed distribution of differentially methylated CpGs (which occurred in the promoter regions) was significantly different from the expected distribution generated by the custom probe capture design (which captured more enhancer regions than promoter regions) in F_1_ (*χ*^2^ = 155.46, p = 2.2e-16), F_2_ (*χ*^2^ = 20.26, p = 4.4e-04), and F_3_ (*χ*^2^ = 77.42, p = 2.9e-15). 

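Over the 5 categories of the authors' annotation, the differentially methylated CpGs differed from all CpGs listed with a chi-square of 126 in F_1_, 20.3 in F_2_ and 68.7 in F_3_. The Monte Carlo p-value from 100000 draws was 1e-05 in F_1_ and F_3_, the smallest that these draws can give, and 0.0034 in F_2_. CpGs close to each other are not independent. With CpGs within 100 bp counted once, the chi-square was 100.1 in F_1_, 14.5 in F_2_ and 45.9 in F_3_, with Monte Carlo p-values of 1e-05, 0.0166 and 2e-05. From the excess at promoters over the distribution that the probe design gives, the paper concludes that differential CpG methylation occurred in promoter regions rather than in enhancers.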

In all three generations, differentially methylated CpGs occurred in promoter/RNAPol II-PS5 binding regions; F_1_ (*χ*^2^ = 562.71, p < 2.2e-16), F_2_ (*χ*^2^ = 16.51, p = 4.8e-05), and F_3_ (*χ*^2^ = 20078, p < 2.9e-16) (Fig. 5).

**Figure 5:**
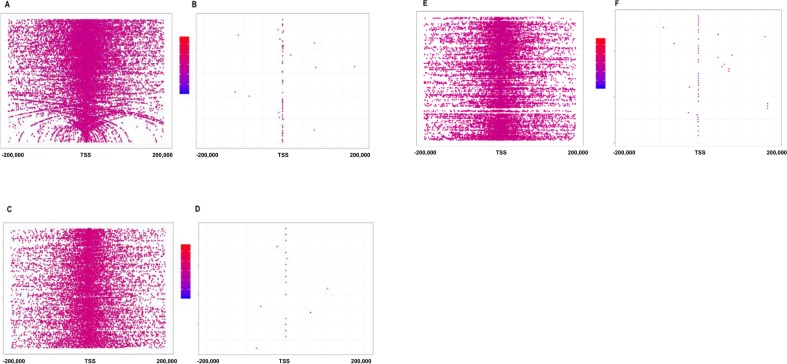
CpG distributions with respect to transcription start sites (TSS) in (**A**) F_1_ distribution of all CpG sites captured with respect to distance to TSS. (**B**) Distribution of significantly differentially methylated CpGs in F_1_ (p < 0.05, FDR < 0.05) with respect to distance to TSS. (**C**) F_2_ distribution of all CpG sites captured with respect to distance to TSS. (**D**) Distribution of significantly differentially methylated CpGs in F_2_ (p < 0.05, FDR < 0.05) with respect to distance to TSS. (**E**) F_3_ distribution of all CpG sites captured with respect to distance to TSS. (**F**) Distribution of significantly differentially methylated CpGs in F_3_ (p < 0.05, FDR < 0.05) with respect to distance to TSS. Red indicates increased methylation, while blue indicates decreased methylation. Veh F_1_ (n = 6), F_2_ (6), F_3_ (7); sGC F_1_ (6), F_2_ (6), F_3_ (5).

### Differential expression of candidate genes

Since many studies have shown that antenatal sGC exposure alters gene expression in the hippocampus, we used these findings to generate a list of genes (Supplementary Table S5) that we hypothesized would be most affected with regards to gene expression and DNA methylation as a result of antenatal sGC exposure. 

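The a priori list of Supplementary Table S5 has 199 gene symbols, of which 159 were tested in F_1_. MYO5A was the 1 gene of the 159 with an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, and 32 had an unadjusted p below 0.05. Adjusted over the list alone, 0 genes passed. MYO5A had 432 ± 14.6 CPM (SD, n = 6) in control and 510.3 ± 39.9 (SD, n = 5) in sGC animals, a log2 fold change of 0.24 (adjusted p = 0.0342 from edgeR, and 0.0870 without sGC replicate 5). The genes KCNJ6 and NCOA2, which are not on the list in Supplementary Table S5, also passed, with log2 fold changes of 0.57 and 0.19 (adjusted p = 0.00820 and 0.0256, edgeR). Without sGC replicate 3 the adjusted p of NCOA2 was 0.0632. CRHR2 and GRIN2A were higher with adjusted p-values of 0.0665 and 0.0630 and passed with the likelihood ratio test. All 5 genes were higher in 5 of 5 sGC animals than the control mean.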

In the F_1_ sGC offspring, five genes from our *a priori* list (*Kcnj6, Myo5a, Crhr2, Grin2a, Ncoa2)* were differentially expressed. To test our hypothesis that the genes from our *a priori* list were most affected by antenatal sGC, we performed *χ*^2^ to determine whether more genes from our *a priori* list were significantly differentially expressed than would be expected by chance. Contrary to our hypothesis, the number of observed genes was not significantly different than would be expected by chance (*χ*^2^ = 0.0037, p = 0.95). 

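Of the 159 genes of the list tested in F_1_, 1 was differentially expressed where 3.31 would be by chance (Fisher's exact test, odds ratio 0.295, p = 0.267). With calls from the likelihood ratio test there were 10 genes (odds ratio 1.21, p = 0.477, Fisher's exact test).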

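In F_2_, 0 of the 159 genes of Supplementary Table S5 that were tested had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, and 17 had an unadjusted p below 0.05. None passed when adjusted over the list alone (smallest value 0.127), and with DESeq2 1 gene passed, CNKSR2, singled out after its value was seen.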

There were no genes differentially expressed from the *a priori* list in F_2_. In the F_3_ sGC offspring, 16 genes from the *a priori* list were significantly differentially expressed (*Hmgb*2*, Shank1, Emp2, Gpm6b, Ssr4, Chd3, Gldc, Dlg4, Atp6v1c1, Gria1, Nr3c2, Snap25, Gad2, Dync1l1, Syp, Gad1)*, more than would be expected by chance (*χ*^*2*^ = 7.13, p < 0.05).

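In F_3_, 13 of the 159 list genes tested had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, 4 higher and 9 lower in sGC animals, where 8.02 would be by chance (Fisher's exact test, odds ratio 1.69, p = 0.0958). The likelihood ratio test gave 18 list genes (odds ratio 1.73, p = 0.0390), and the fit without libraries 32 to 36 gave 9 (odds ratio 2.12, p = 0.0448, Fisher's exact test), while DESeq2, which adjusted fewer genes, gave 19 (odds ratio 1.46, p = 0.146, Fisher's exact test). Adjusted over the list alone, 18 genes passed. Of the 16 genes the paper names, 15 passed over all genes tested, 8 of the 16 higher and 8 lower, and HMGB2 did not (adjusted p = 0.0839). Single libraries mattered for ATP6V1C1, DLG4, EMP2, GLDC, GRIA1 and SSR4, whose calls were lost in part of the fits that left out 1 library each, and DLG4 kept its call in 1 of 13 fits (adjusted p from edgeR 0.104 without sGC replicate 5). DYNC1LI1 was taken for the symbol the paper prints as Dync1l1. Of the 16, 9 are on the list in Supplementary Table S5, and HMGB2, SSR4, GLDC, DLG4, GAD2, DYNC1LI1 and GAD1 are not. With the genes named in the text added to the list, 19 of 170 passed (odds ratio 2.42, p = 0.00107, Fisher's exact test), a list that was in part chosen on these data.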

### Methylation of genes of interest

To test our hypothesis that the genes from our *a priori* list were most affected by antenatal sGC, we performed *χ*^2^ to determine whether more genes from our *a priori* list were significantly differentially methylated than would be expected by chance. 

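Of the genes on the list of Supplementary Table S5, 17 had a differentially methylated window in the authors' deposited table of F_1_, out of 356 genes with such a window, where 4.90 would be by chance if every list gene had a window (Fisher's exact test, odds ratio 3.83, p = 8.8e-06). This test counts each gene once, whatever its number of windows. For the 11 genes the paper names in F_1_, the windows listed ran from 1 (MBD2) to 42 (GRIN2A). The paper's probes covered every promoter and enhancer of the list genes, so that an excess can follow from the design. The test therefore does not show that the list is enriched. Only genes named in Supplementary Table S2 could be matched. Within those names, which compares F_1_ with the other generations and does not test the list, since all of them have a differentially methylated region, the odds ratio was 1.29 (p = 0.583, Fisher's exact test). Among them were GRIN2A, SNAP25, NR3C1, KCNG1, GRIA4, PRMT5 and HDAC2, and, beside the genes the paper names, E2F3, HTR1D, HTR2B, KIF26B and SEZ6L. EPB41L2, which is not on the list, had a window as well. Differences in the authors' deposited table were -15.2 at KCNG1, -13.1 at SNAP25, -10.5 at GRIA4, 10.7 at PRMT5, 14.8 at HDAC2 and 17.2 at NR3C1 (scaffold 6, 5553101 to 5553200, in an intron). None of these windows lay in a promoter.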

11 genes (*Kcng1, Mbd*2*, Grin*2*a, Snap25, Adrb2, Gria4, Prmt5, Mecp2, Nr3c1, Epb41l2, Hdac2*) from the *a priori* list were significantly differentially methylated in F_1_ offspring (>10%; FDR < 0.05) which is not more than would be expected by chance (χ^2^ = 1.76, p = 0.18). In F2, eight genes from the list were significantly differentially methylated (*Iqgap2, Gatad2a, Kit, Camk2a, Bdnf, Grik1, Fbxl20, Camk2d*; >10%; FDR < 0.05), which is not more than would be expected by chance (*χ*^*2*^ = 2.74, p = 0.10). 

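In F_2_, 10 genes of the list had a differentially methylated window in the authors' deposited table, where 4.92 would be by chance (Fisher's exact test, odds ratio 2.12, p = 0.0328). As in F_1_, this test takes no account of the number of windows per gene and does not show that the list is enriched. Of the 295 gene identifiers with such a window, only 108 had a name and could be matched. The count of 10 is therefore a lower bound. Against the other generations, within the names of Supplementary Table S2, the odds ratio was 1.97 (p = 0.105, Fisher's exact test). Of the 8 genes named, 7 had a window past the thresholds, 3 hypomethylated and 4 hypermethylated, and no window could be matched to CAMK2D by name. The window of BDNF was the only 1 of these 7 in a promoter (scaffold 74, 1487152 to 1487250, at -170 bp from the TSS), with a difference of 11.5 in the authors' deposited table.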

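Among genes of the list, 9 had a differentially methylated window in the authors' deposited table of F_3_, where 4.91 would be by chance (Fisher's exact test, odds ratio 1.90, p = 0.0654). The number of windows per gene was not taken into account here either, and 243 of the 327 gene identifiers with such a window had a name. Against the other generations, within the names of Supplementary Table S2, the odds ratio was 0.534 (p = 0.138, Fisher's exact test). CAMK2B, GRIA1, CACNA1B and GRIN2B had windows with differences between -11.0 and 11.2 in the authors' deposited table, and no window could be matched to CAMK2D by name.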

In F_3_, 6 genes from the *a priori* list were significantly differentially methylated (*Camk2d, Camk2b, Gria1, Grid2, Cacna1b, Grin2b*; > 10%; FDR < 0.05), also not more than expected by chance (*χ*^*2*^ = 0.36, p = 0.55).

## Discussion

We have demonstrated, for the first time, that transgenerational changes in hippocampal gene expression and methylation occur over three generations in female offspring following antenatal sGC and paternal transmission. Strikingly, while only 3 genes were differentially expressed in the F_2_ sGC offspring, there were over 280 genes differentially expressed in F_1_ sGC offspring, and over 490 genes were differentially expressed in F_3_ sGC offspring. There was no overlap between differentially expressed genes across all 3 generations. Furthermore, we observe generation-specific hippocampal methylation signatures in animals from the sGC-exposed lineage. 

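Since 0 genes passed in F_2_ with edgeR's quasi-likelihood test (758 at an unadjusted p below 0.05), none was shared by all 3 generations. Whether the effect of sGC differed between generations was tested as an interaction over all 36 libraries. Between F_2_ and F_1_, 33 genes differed with an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 with a higher and 25 with a lower effect in F_2_, and the likelihood ratio test gave 168. The smallest adjusted p was 0.0253, for DOK6, with a difference of -0.47 on the log2 scale. Of the 33 genes, 29 were differentially expressed in F_1_. Between F_3_ and F_1_, 0 genes passed (1490 at an unadjusted p below 0.05, smallest adjusted p 0.0724), with the likelihood ratio test 58 did, and without libraries 32 to 36 431 did. Between F_3_ and F_2_, 0 passed as well (1034 at an unadjusted p below 0.05, smallest adjusted p 0.339). Across genes, the log2 fold changes of F_1_ and F_3_ correlated with r = 0.188 (rho 0.301), those of F_2_ and F_3_ with r = 0.0908 and those of F_1_ and F_2_ with r = -0.0119, and genes are not independent replicates. Without libraries 32 to 36, r between F_1_ and F_3_ was -0.0433. Leaving out 1 library alone, sGC replicate 4 of F_1_, took it to 0.00857 (rho 0.0891), and each other single library left it at 0.116 or more.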

Importantly, changes in methylation that are associated with changes in gene expression occur at enhancer regions, and methylation changes at the individual CpG level are enriched in RNApol II-PS5 binding regions of small non-coding RNAs (snRNAs). Thus, antenatal sGC exposure results in generation-specific methylation signatures in the hippocampus, which may function in concert with transcriptional machinery to alter phenotypes and transmit effects to subsequent generations.

In F_1_ offspring exposed to prenatal sGC, 285 genes were significantly differentially expressed in the hippocampus. Previous research has shown that the expression of genes related to key signaling pathways are altered by prenatal exposures to excess glucocorticoids^6,10–14^. In the present study, using an *in silico* approach, we identified 199 genes linked to key hippocampal signaling pathways that related to published phenotypic outcomes in offspring following prenatal sGC exposure or maternal stress in pregnancy. At an individual gene level, only five genes from the *a priori* list (*Kcnj6, Myo5a, Crhr2, Grin2a, Ncoa2)* were differentially expressed in the hippocampus of F_1_ offspring following prenatal exposure to sGC. Notwithstanding, we did observe down-regulation of gene set pathways related to the corticosteroid response. The hippocampus exerts inhibitory control over the PVN^33^, thus down-regulation of genes related to corticosteroid response (50 days after sGC exposure) may result in decreased inhibition of the PVN, and an increased HPA-response to stress. This would be consistent with the increased HPA-response observed in the F_1_ sGC offspring after exposure to the open-field^21^.

Unexpectedly, we observed changes in the hippocampal expression of only three genes in F_2_ female offspring in the sGC group (paternal transmission; F_1_ fathers exposed to sGC when F_0_ grandmothers treated during pregnancy) compared to controls. Interestingly, these animals showed the strongest behavioral phenotype (of the three generations), as well as substantial changes in gene expression in the hypothalamic paraventricular nucleus, and prefrontal cortex^21,26^. While individual genes may not have been significantly differentially expressed, we used gene set enrichment analysis, which examines whether there are small changes in gene expression in the same direction (up or down) for multiple genes related to the same pathway, to identify gene networks that are differentially regulated as a result of antenatal sGC. We observed that pathways involved in vesicular docking are down-regulated in the F_2_ descendants of sGC-exposed pregnancies. In addition, pathways involved in blood-brain barrier integrity (collagen and extracellular matrix) were down-regulated in the F_2_ sGC offspring hippocampus. Similar gene sets have previously been shown to be altered by antenatal glucocorticoids in the PVN^21,34^. Thus, very few individual genes are significantly differentially expressed in the F_2_ sGC offspring, however, dysregulated gene networks may suggest altered hippocampus gene function in these animals.

In F_3_ offspring, descendent of sGC treated mothers, 16 genes from the *a priori* list were significantly differentially expressed, which was more than was expected by chance. Furthermore, while the effects of antenatal sGC decrease in the F_3_ compared to F_1_ offspring in the PVN and PFC^21,26^ in the present study, we demonstrated that in the hippocampus, more genes are significantly affected by sGC in the F_3_ animals compared to the F_1_ and F_2_ offspring. 

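In F_3_, NR3C2, which encodes MR, had 146 ± 2.41 CPM (SD, n = 6) in control and 129 ± 6.19 (SD, n = 7) in sGC animals. The log2 fold change was -0.18 (standard error 0.0333, adjusted p = 0.00752 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 7 sGC animals lay below every control animal. Leaving out each library in turn gave log2 fold changes between -0.20 and -0.17 and adjusted p-values between 0.00443 and 0.0225 in edgeR. The difference from the effect in F_1_ was -0.23 on the log2 scale (adjusted p = 0.0724, edgeR, interaction over all libraries).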

Interestingly, we observed downregulation of *Mr* (*Nr3c2*), in the F_3_ sGC exposed animals. *Mr* expression in the hippocampus plays an important role in HPA negative feedback regulation^35^, and decreased *Mr* signaling may be indicative of decreased HPA-inhibition. However, the F_3_ sGC offspring did not display altered HPA response to stress, though they did demonstrate a hyperactive phenotype in the open-field^21^. These findings suggest that glucocorticoid signaling may be altered in the hippocampus of F_3_ sGC animals and may relate to phenotypic outcomes. In the present study, we also observed down regulation of genes that are important for learning and memory (*Gad1, Syp, Gad2, Gria1*). 

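All 4 genes were lower in the sGC animals of F_3_, each below the control mean in 7 of 7 sGC animals. GAD1 had 289.6 ± 13.5 CPM (SD, n = 6) in control and 244 ± 24.3 (SD, n = 7) in sGC animals, a log2 fold change of -0.24 (adjusted p = 0.0183 from edgeR). GAD2 fell from 199 ± 7.47 (SD, n = 6) to 173.3 ± 10.8 CPM (SD, n = 7), by -0.20 on the log2 scale (adjusted p = 0.0116 from edgeR). SYP fell from 1284 ± 26.8 (SD, n = 6) to 1107 ± 30.9 CPM (SD, n = 7), by -0.21 (adjusted p = 0.00195 from edgeR). GRIA1 had 1255 ± 52.3 (SD, n = 6) and 1134 ± 42.3 CPM (SD, n = 7), a log2 fold change of -0.15 (adjusted p = 0.0227 from edgeR). The call for GRIA1 was kept in 11 of the 13 fits that left out 1 library each, with an adjusted p of 0.0557 without control replicate 3.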

*Gad1* and *Gad2* are enzymes involved in γ-aminobutyric acid (GABA) signaling^36^, and decreased expression of these genes in the hippocampus has previously been observed in patients with schizophrenia and bipolar disorder^37^. *Syp* is involved in regulating activity-dependent synapse formation^38^, and *Gria1* expression is essential in new memory formation^39,40^. Though behavioral tests related to cognition were not performed in the present study, the gene expression changes observed in F_3_ sGC offspring suggest these animals may have had learning deficits, and this can be tested in future studies.

We observed generation-specific effects of antenatal sGC exposure, with distinct methylation signatures occurring in each of the generations. 

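Windows listed in more than 1 generation allowed the signatures to be compared site by site. Over the 6577 windows listed in both F_1_ and F_3_, the differences correlated across windows with r = 0.00496, and 50.4% had the same direction. Of these windows, 8 were past the thresholds in both generations where chance gives 0.556, 5 in the same and 3 in opposite directions. Between F_1_ and F_2_ 5 windows recurred (0.505 by chance), all in opposite directions, and between F_2_ and F_3_ 3 did (0.348 by chance), 1 of them in the same direction. Among CpGs, 2, 6 and 3 recurred in these pairs of generations (F_1_ and F_2_, F_1_ and F_3_, F_2_ and F_3_), where chance gives 0.0296, 0.0606 and 0.0259. In all, 27 sites recurred (1.53 by chance), 10 in the same direction and 17 in opposite directions, a share of 37.0% in the same direction (95% Wilson interval 21.5 to 55.8, exact binomial test against an even split, p = 0.248). The widest swing was at an intergenic CpG on scaffold 62 (6551337), which had a difference of -58.9 in F_2_ and 38.7 in F_3_ in the authors' deposited table. Genes in the same direction in F_1_ and F_3_ included ANXA3 (-15.7 and -12.1) and RAB33B (17.7 and 14.7) in the authors' deposited table.

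**Figure D3:**
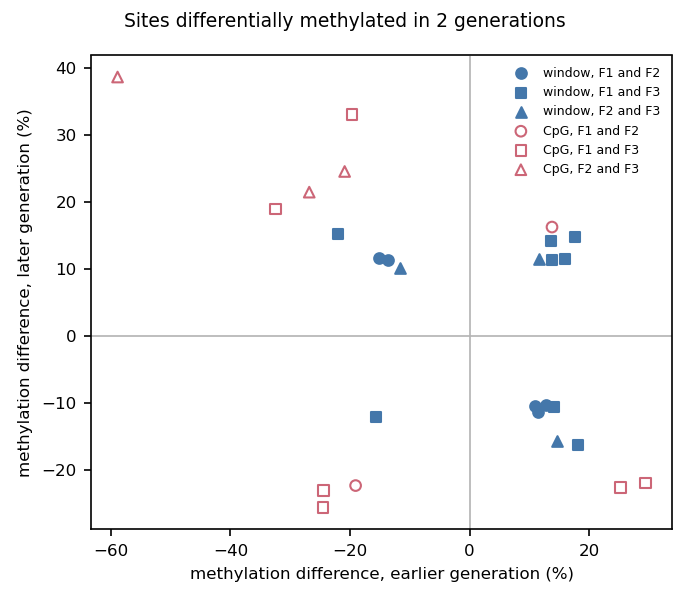
Difference in percent methylation (sGC minus control, percentage points) of the 27 windows and CpGs that were differentially methylated in more than 1 generation, the earlier generation on the x axis and the later on the y axis, from the authors' deposited table. Of the 27 sites, 17 lie in the quadrants of opposite direction.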

We observed very little overlap between gene expression and methylation changes. We have previously shown that transcriptionally active enhancers are less methylated than *poised* enhancers^31^. However, the mRNA measure of transcription level is confounded by several regulatory processes downstream to transcription initiation^41^, meaning that enhancer methylation and mRNA content do not always correlate. This may be why there were so few changes in DNA methylation that correlate with steady-state expression. However, changes in methylation that are associated with changes in steady-state gene expression did occur in enhancer regions, consistent with the notion that DNA methylation in enhancer regions is more correlated with gene expression than promoter methylation^24,30^. Epigenetic mechanisms play a role in regulating gene expression patterns in response to environmental cues^42^. The animals in this study were euthanized in an unstressed basal state, and methylation signatures left by antenatal sGC may indicate that genes are poised to be expressed differently following environmental stimuli. It may be that stronger correlations between gene expression and methylation would occur when the animals are in an activated state (*i.e*. a stressful environment). Interestingly, very few genes from our *a priori* list displayed significant changes in methylation. Though previous research has demonstrated that antenatal sGC alters the methylation status of promoter regions of genes from this list^6^, these changes have also been shown to be dynamic, and may not remain as a permanent signature 50-days after final exposure to sGC^6^. Only two genes were differentially methylated across all three generations of offspring: *Kif26b*, a motor protein involved in organelle transport and intracellular signaling^43^; and *St6galnac5*, a glycosyltransferase involved in cell-cell interactions^44^. Both genes demonstrated generation-specific changes in methylation but were not differentially expressed due to sGC exposure. 

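KIF26B had log2 fold changes of 0.31 in F_1_, 0.09 in F_2_ and 0.18 in F_3_, with adjusted p-values of 0.0811, 0.810 and 0.0538 from edgeR's quasi-likelihood test. In F_1_ it rose from 87.2 ± 9.83 (SD, n = 6) to 108 ± 14.0 CPM (SD, n = 5), and in F_3_ from 87.1 ± 6.82 (SD, n = 6) to 98.9 ± 6.63 (SD, n = 7). It was above the control mean in 5 of 5 and 6 of 7 sGC animals, and passed with the likelihood ratio test in F_1_ (adjusted p = 0.0242) and F_3_ (adjusted p = 0.0247, edgeR). With single libraries left out, 1 of the 11 fits in F_1_ and 2 of the 13 in F_3_ passed the threshold, with adjusted p-values down to 0.0388 and 0.0216 in edgeR. ST6GALNAC5 had 194.2 ± 12.3 (SD, n = 6) and 192 ± 15.1 CPM (SD, n = 5) in F_1_, and its log2 fold changes were -0.01, -0.02 and -0.06, with adjusted p-values between 0.466 and 0.908 in edgeR. Without libraries 32 to 36 its log2 fold change in F_1_ was 0.03.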

Unlike our previous work in the PFC^26^, we did not observe consistent changes in DNA methylation and gene expression in the hippocampus, suggesting region-specific responses following prenatal sGC exposure.

Analyzing DMRs (100 bp windows of DNA methylation changes) provides an overview of the methylation signatures that result from antenatal sGC exposure. In the F_1_ and F_3_ sGC offspring, hypomethylated DMRs were related to glutamatergic signaling. While glutamate release is essential for cellular signaling processes, including learning and memory, the hippocampus is especially vulnerable to excitotoxicity from excess glutamate release. Chronic stress, and chronic exposure to glucocorticoids, is known to be a potent trigger of glutamate excitotoxicity, and results in cell death and mood disorders^45^. Corticosteroids potentiate the excitability of the hippocampus^46^ and prime the hippocampal circuit for subsequent stimulation^47^. Corticosteroids have been shown to result in a rapid release of glutamate^46^ and increased glutamatergic synaptic signaling has been shown to coincide with decreased levels of methylation^48,49^. Taken together, these findings suggest that the hypomethylation observed in the F_1_ and F_3_ sGC offspring is indicative of altered glutamatergic sensitivity, which may lead to decreased excitotoxicity resilience in the hippocampi of these animals. Surprisingly, this DNA methylation signature was not present in the F_2_ sGC animals. In the F_2_ sGC animals, hypomethylation was observed in genes related to GTP activity which is an essential part of G-coupled protein receptor signaling^50^. Rab GTPase activity has been shown to be involved in signal transduction of glutamate receptors^51^, thus it is possible that glutamate receptor activity may also be altered in F_2_ sGC animals, but *via* a different mechanism.

The significantly differentially methylated CpGs in all three generations of sGC offspring were enriched in RNApol II-PS5 binding sites of small noncoding nucleolar and spliceosomal RNA genes. Small noncoding RNAs (snRNAs) are a secondary level of epigenetic control involved in the fine-tuning of gene expression^52,53^. Promoter methylation levels have been shown to regulate snRNA expression^54^, and expression of snRNAs has been shown to be dysregulated in the adult mouse brain after fetal alcohol exposure, which may suggest that altered snRNA expression can influence phenotype resulting from early life exposure^52^. In the current study, mRNA-enriched analyses were performed to quantify gene expression, which precludes us from assessing changes in the expression of snRNA and represents a limitation of this study. However, we observed differential methylation for snRNAs (*Snora2*) responsible for post-transcriptional modifications of spliceosomal RNA (*U6*) across all three generations of sGC offspring. 

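Windows given to SNORA2 by their identifier were past both thresholds in each generation of the authors' deposited table: 16 in F_1_ (9 hypomethylated and 7 hypermethylated), 1 in F_2_ and 10 in F_3_ (7 and 3). They were among 146, 69 and 136 windows listed for SNORA2, a name that 15 identifiers shared among the windows past the thresholds in F_1_. Their differences in the authors' deposited table lay between -38.0 and 15.2 in F_1_ and between -12.1 and 10.9 in F_3_, and the window in F_2_ had -11.4. The window past the thresholds in F_2_ was also past them in F_1_, in the opposite direction (scaffold 64, from 4053651, 11.4). It was intergenic, at -82823 bp from the nearest TSS, and the F_1_ window with -38.0 was intergenic at 35267 bp. These counts are of windows, and the single CpGs that the paper relates to snRNA genes were not counted for SNORA2.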

*U6* is involved in the removal of intronic regions of RNA primary transcript and assembly of exons to form mRNA^55^. Though the exact mechanisms remain to be elucidated, recent evidence suggests that altered snRNA activity is involved in alternative splicing^55^. Alternative splicing, a conserved process that increases the diversity of the transcriptome and proteome by allowing multiple mRNA products to result from a single gene, has been shown to be regulated by interplay between chromatin and DNA methylation^56–58^. Over 90% of human genes undergo alternative splicing^58^, and alternative splicing patterns have been shown to be sex-specific^59^, and heritable in a Mendelian fashion^60^. Thus, antenatal sGC results in transgenerational changes in DNA methylation in RNApol II-PS5 binding regions of snRNA genes involved in transcription machinery, implicating alternative splicing as a potential mechanism involved in the transgenerational transmission of the effects of antenatal sGC in the hippocampus. However, this important possibility needs to be tested in further detailed experiments.

In the present study, the fact that there are behavioural changes accompanied by changes in hippocampal DNA methylation and gene expression across three generations implicates male germ-line epigenetic transmission. A number of potential mechanisms, both direct and indirect, by which this might occur are emerging. Persistent changes in germline DNA methylation, as a mode of transgenerational transmission, are unlikely given the broad waves of DNA demethylation that occur during embryonic development. In support of this, a previous study has shown maternal malnutrition to be associated with differentially methylated regions within the sperm of F_1_ offspring, but that no differences in methylation were maintained into the F_2_ generation^61^. Another potential route of paternal transmission may be through small RNAs, including microRNA (miRNA) and transfer RNA. Sperm contain miRNA which can be delivered to the oocyte on fertilization^62^. Early life stress in males, resulted in an altered compliment of miRNA in sperm in adulthood, and an elegant series of subsequent studies determined that a number of these miRNA were driving phenotypic differences in subsequent offspring^62,63^. Other studies have indicated that histone modifications in sperm as a potential route for paternal inheritance. While the majority of histones in sperm are replaced by protamines, some histones remain^64^. After fertilization, paternal protamines are replaced by heavily acetylated maternal histones, while paternal histones remain largely untouched^65^. Thus, it is possible for epigenetic marks on these histones to be inherited.

Epigenetic inheritance paradigms have often considered potential mechanisms in isolation; however, it is likely that there is interplay between processes. In this regard, small RNAs can drive *de novo* cytosine methylation and alterations in chromatin structure^66^. Such integrated processes may be occurring in the model described in the present study, allowing the transmission of the effects of sGC exposure across multiple generations. The dynamic nature of the changes across 3 generations suggest that an initial epigenetic signal transmitted by the F_1_ sperm is not a static epigenetic memory that is inherited across future generations. The picture that is emerging is more consistent with the initial epigenetic signal triggering a cascade of epigenetic events that include DNA methylation which keep changing dynamically across tissues and generations. Clearly further studies are required to determine the specific processes involved in this model.

There are some limitations with the present study. Focus was placed on DNA methylation and gene transcription and future studies should address the relationship of altered gene transcription with altered protein levels in the hippocampi across multiple generations. Analysis of DNA methylation was limited to 5-methylcytosine. We did not undertake analysis of downstream modifications by oxidation of 5 methylcytosine such as 5-hydroxymethylcytosine, 5-formylcytosine and 5-carboxylcytosine, which may also play a role in transgenerational transmission. We also acknowledge that our use of RNAPolII-Ser5 ChIP to assist in the identification of promoters may lead to some biases towards active rather than silenced genes. Our studies have highlighted the possibility that prenatal sGC may lead to alterations in transcript splicing. Due to the sequencing methodology used in this study, we were unable to investigate differential splicing, though this could be a focus of future studies. Due to budgetary constraints, analysis was limited to female juvenile offspring (where greatest phenotypes were observed). Future comparative analyses in males would certainly provide insight into the relationship between alterations in methylation, gene expression and phenotype following antenatal sGC exposure, as well as sex differences in the molecular actions of prenatal sGC exposure in the developing hippocampus. Finally, future studies are required to further elaborate the mechanisms involved in transgenerational transmission.

## Conclusions

This study demonstrates transgenerational changes in transcription and DNA methylation following antenatal sGC exposure over the paternal lineage. Changes in gene transcription and DNA methylation patterns following antenatal sGC are generation-specific and are highest in the third-generation offspring. DNA methylation changes associated with sGC exposure may be involved in altered glutamatergic signaling. Significant changes in individual CpG methylation occur in RNApol II-PS5 binding regions of snRNAs and may implicate alternative splicing as a mechanism involved in transgenerational transmission of the effects of antenatal sGC. These findings demonstrate that the effects of antenatal sGC exposure alter genetic and transcriptomic regulation of the hippocampus of three generations of offspring through the paternal lineage. These findings provide new perspectives on the mechanisms involved in transgenerational transmission and show that the effects of antenatal sGC on the hippocampus may potentiate with advancing generations. Thus, it is imperative to perform future studies in human cohorts to elucidate the long-term effects of antenatal sGC on the developing brain and identify interventions to prevent transmission to subsequent generations.

## Methods

### Animals

Twelve-week-old Dunkin-Hartley guinea pigs (F_0_: Charles River, St Constant, QC, Canada) were mated as previously described^21^. Pregnant guinea pigs received 3 courses of the sGC betamethasone (sGC; 1 mg/kg; Betaject phosphate-acetate mix; Sabex Boucherville, QC, Canada) or saline (0.166 ml/kg) on gestational days (GD) 40 & 41, 50 & 51 and 60 & 61, as outlined previously^21^. Delivery in Dunkin-Hartley guinea pigs occurs at ~69 days, with an average of 3 offspring/litter in our colony. The sGC dose utilized in the present study is comparable to that given in pregnancies at risk of preterm delivery (~0.25 mg/kg), as the guinea pig glucocorticoid receptor (GR) has a 4-fold lower affinity for sGC^67^. While single course treatment with GC is currently standard of care, in the late 90’s and early 2000’s multiple course therapy was widespread^68^, and more recently the use of repeat ‘rescue’ sGC treatment has been adopted^69^.

First (F_1_) generation male offspring, derived from independent mothers, were mated with non-experimental females (purchased from Charles River) to generate F_2_ offspring, as previously described^21^. Third (F_3_) generation offspring were generated by mating the F_2_ males with non-experimental females. The males and non-experimental females were only bred once. Other than routine cage maintenance, F_1_ and F_2_ pregnancies were left undisturbed. A figure outlining the full breeding regimen has been published^21^. As we have reported previously, there was no significant effect of prenatal sGC treatment on breeding parameters in any of the generations, including litter size and sex ratio^21^. All protocols were approved by the Animal Care Committee at the University of Toronto in accordance with the Canadian Council on Animal Care.

Animals were euthanized in an unstressed basal state on post-natal day 40, as previously reported^21^, and both left and right hippocampi were removed and frozen immediately on dry ice. To analyze gene expression and DNA methylation from these tissues, genomic DNA and RNA were extracted simultaneously from 20 mg of powdered right hippocampus using the AllPrep DNA/RNA/miRNA Universal Kit (Qiagen, Ontario, Canada). In the present study, the hippocampi from female juvenile offspring (n = 5–7/gp; F_1_, F_2_, F_3_ vehicle; F_1_, F_2_, F_3_ sGC) were used for molecular analysis. Our previous studies had indicated that juvenile females showed the greatest differences in behavioural and neuroendocrine phenotypes (pituitary-adrenal function and open-filed activity) associated with prenatal sGC exposure^21^. All female offspring used in this study were derived from independent mothers, and each mother had been bred to a single F_1_ or F_2_ male.

### Custom design of capture arrays for bisulfite mapping of DNA methylation

We designed a custom targeted array (SeqCap Epi Enrichment, Roche), based on our previous study^31^, composed of enhancer and promoter regions of the guinea pig genome. Promoter regions were identified from the Ensemble database, as well as from a previous RNAPolII-Ser5 ChIP experiment, the serine 5 phosphorylation marks RNA polymerase 2 molecules engaged in turning on transcription^31^. Enhancer regions were identified in a previous H3K4me1 ChIP experiment, H3K4me1 mark is enriched at enhancers^31^. The SeqCap probe enrichment kit from Roche allowed for the capture of 210 Mb of gDNA. 550 bp of promoter regions centered around the TSS were covered for all genes (26129 promoters equating to 6.8% of the capture). RNA PolII-Ser5 peaks were captured, along with RNA PolII-Ser5 peaks that coincided with H3K4me1 peaks (66909 regions; 13% of capture). Enhancer peaks smaller than 550 base pairs were captured in their entirety (49866 enhancers, equating to 8.5% of capture) and 550 bp of larger enhancer peaks were captured to span the center of the peak (263249 enhancers; 69% of capture). Lastly, a list of gene networks that we hypothesized would be most affected by sGC, based on previous studies^6,10–14^ was generated using 14 ‘seed’ genes (*Grin2b*, *Nr3c2*, *Nr3c1*, G*ad1*, *Drd1, Crh, Abcb1, Gria1, Sert, Dnmt1, Fos, Bdnf, Syp, Mbd2*) for which the top 20 genes related to biological process were selected^61^. This resulted in a list of 199 genes of interest (Supplementary Table S5). Probes were designed to cover all promoters and enhancers for the genes of interest (1260 enhancers; 2% of capture).

### Capture, bisulfite conversion

gDNA (1 µg; F_1_: Veh N = 6, sGC N = 6; F_2_: Veh N = 6, sGC N = 6; F_3_: Veh N = 7, sGC N = 5) was purified using the AMPure XP beads (Beckman Coulter, Ontario, Canada), following the manufacturer’s instructions (1.8 v/v). Libraries were prepared from purified DNA, using the KAPA Library Prep Kit Illumina (Roche) and SeqCap Adapter kit (Roche) according to the SeqCap Epi Enrichment System User Guide. Libraries then underwent bisulfite conversion. Bisulfite conversion was performed using the EZ DNA Methylation-Gold Kit (Zymo Research), and bisulfite converted DNA was amplified using LM-PCR by a 15-cycle PCR and purified with AMPure XP beads (1 v/v) (Beckman Coulter). Size and quantity of the resulting libraries were verified using HSdna Bioanalyzer chip (Agilent, CA, USA) and Q-PCR, respectively (Kappa Library Quantification kit for Illumina sequencing). Bisulfite libraries were hybridized with our custom SeqCap Epi Probe pool. After washing and recovery of captured DNA, an amplification using LM-PCR was performed as described above. All captured samples were sequenced by 50 bp pair end-sequencing Illumina HiSeq. 2000 sequencing at Institut de Recherches Cliniques de Montreal (IRCM).

### Methylation capture sequencing analyses

After bisulfite treatment and sequencing, reads were trimmed using Trimmomatic-0.32, then aligned to the guinea pig genome (cavPor3) using bsmap-2.74 v0.12.5. Picard-tools-1.93 was used to remove duplicates. Sequenced reads showed on average 68% on-target alignment with capture-probe design. Methylation levels were determined for individual CpG sites using bsmap-2.74 with a minimal coverage of 10 reads. Changes in methylation for 100 bp windows (50 bp apart) and individual CpGs were detected using the calculate DiffMeth function from MethylKit (v.1.4.0) in R (version 3.2.3). Data were annotated using Homer v4.6 with the annotatePeaks script and CavPor3 genome.

### RNA sequencing

RNA quality was determined by Bioanalyzer (RNA 6000 Pico LabChip, Applied Biosystems, Ontario, Canada); all RNA (1 μg) samples RIN ≥ 7. mRNA library preparation was performed using Illumina TruSeq V2 mRNA enrichment using standard protocols. High-throughput sequencing was performed on an Illumina HiSeq. 2500 sequencing system using standard run, following the protocol recommended by Illumina for sequencing mRNA samples. Sequencing was done for each biological replicate (F_1_: Veh N = 6, sGC N = 5; F_2_: Veh N = 6, sGC N = 6; F_3_: Veh N = 6, sGC N = 7) at 1 × 51 bp by the Donnelly Centre for Cellular and Biomolecular Research (University of Toronto, Ontario, Canada). RNA-seq results were analyzed as previously described^21^. Briefly, differential gene expression was assessed using EdgeR’s (version 3.12.1)^70,71^, general linear model likelihood ratio test and FDR-corrected *p* < 0.05 was considered significant. Genotype permutations (1000) were computed in Broad Institute’s Gene Set Enrichment Analysis (GSEA)^32,72^ to determine FDR, nominal p-value, and normalized enrichment score (NES) of each gene set. Gene sets with FDR ≤ 0.25, p ≤ 0.01, and NES ≥ 1.6 met significance thresholds^21^. All sequencing data can be accessed at GEO with accession number GSE109765.

### Differentially methylated CpG distribution statistics test

The CpGs with minimum 10X coverage were categorized into ‘Exon’, ‘Intergenic’, ‘Intron’, ‘Promoter-TSS’, and ‘TTS’ (Transcription Termination Site) based on Homer v4.6 using the annotatePeaks script. The expected counts were calculated with the number of CpGs that were sequenced with 10X coverage. Statistics were calculated using multinomial goodness-of-fit Chi-square test (R; version 3.2.3). Post-hoc Chi-square tests were run on each category (genomic region and capture design region) versus the sum of all other categories to determine which category was driving the effect.

### Gene expression (qRT-PCR)

RNA (400 ng) was converted to cDNA using SensiFAST cDNA synthesis kit (Bioline, London, England) as per the manufacturer’s instructions. The reaction included random hexamer primers and anchored oligo dT to ensure unbiased 3′ and 5′ coverage and reverse transcription of all regions. qRT-PCR was run using the SensiFAST SYBER Hi-ROX kit (20 μl reaction, Bioline) with forward and reverse primers according to the manufacturer’s instructions. qRT-PCR was performed in a Bio Rad C1000 Thermal Cycler and quantified by a CFX96 Real-Time PCR Detection System using the following conditions: 95 °C for 30 sec; followed by 40 cycles of 95 °C for 5 s, and 60 °C for 5 s, for plate read. All samples were run in triplicate. Relative expression of target mRNA (*Mineralocorticoid Receptor* (*Nr3c2), Glutamate Ionotropic Receptor NMDA type subunit 2* *A (Grin2a), Glutamate Decarboxylase 1 (Gad1), Synaptophysin (Syp)*) was normalized to *Gapdh* (see Supplementary Table S6 for primer sequences) by the 2^−ΔΔc(t)^ method. qPCR validation correlated 99% with RNAseq findings (Supplementary Fig. S5).

## Supplementary information

Supplementary Figure S1

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

## Data Availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Prenatal Glucocorticoid Exposure Results in Changes in Gene Transcription and DNA Methylation in the Female Juvenile Guinea Pig Hippocampus Across Three Generations
**Source:** Sci Rep. 2019 Dec 3;9:18211. doi: 10.1038/s41598-019-54456-9

Prenatal glucocorticoid exposure results in changes in gene transcription and DNA methylation in the female juvenile guinea pig hippocampus across three generations

Andrea Constantino, Lisa Boureau, Vasilis G. Moisiadis, Alisa Kostaki, Moshe Szyf, Stephen G. Matthews

**Supplementary Figure S1:** qRT-PCR validation of RNA-seq results. Correlation of sequencing data to qPCR data (each point represents one gene):  $R^2=0.9995$ ;  $y=1.0927x - 0.0353$

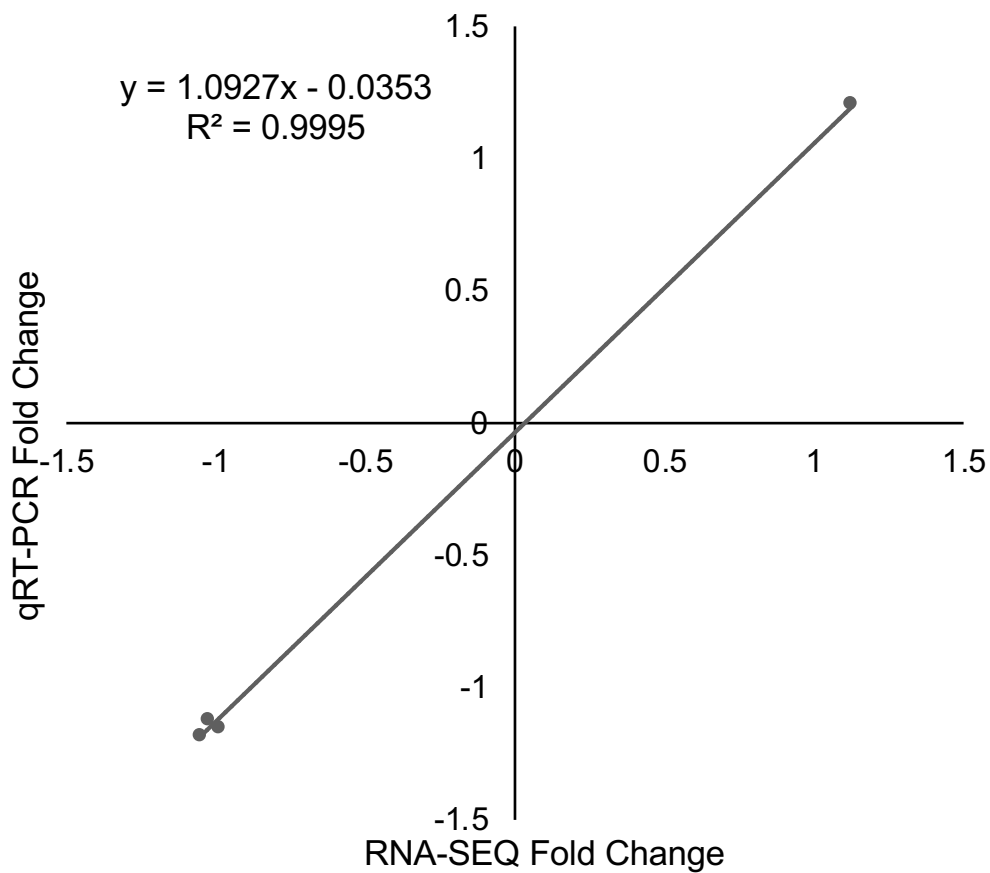

**Supplement:** Supplementary file 1 — Supplementary Figure S1

How the deposited data were processed for this re-analysis (not part of the article)

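RNA-seq of the female hippocampus covered 36 libraries, from 6 control and 5 sGC animals in F_1_, 6 and 6 in F_2_, and 6 and 7 in F_3_, and bisulfite capture sequencing covered 6 control and 6 sGC animals per generation by their labels, where the paper's Methods give 7 and 5 in F_3_. Conditions were taken from the sample labels.

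The authors deposited raw read counts per gene and library, without normalization. Beside them stand the authors' log2 fold changes and average log2 CPM, made with edgeR 3.12.1 within each generation. The authors' p-values and FDR came from edgeR's likelihood ratio test, and the q-values of the methylation tables from methylKit. As deposited, the tables also hold scores of edgeR, the likelihood ratio statistic and a column taken from its values to be the tagwise dispersion, whose name is not explained. The methylation differences, in percentage points of sGC minus control, were made by the authors with methylKit after alignment with bsmap to cavPor3 and a minimum of 10 reads per CpG, and were annotated with Homer. Values per animal and read depths were not used here.

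Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the methylation tables with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Genes were kept by filterByExpr, library sizes were scaled by TMM, and sGC was compared with control within each generation by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. Levels of single genes are given in counts per 1e+06 reads (CPM), scaled by TMM. Differences between generations were tested as interactions over all libraries. Library totals lay between 13507449 and 19767033 reads counted, and genes with few reads, such as ALDH1A2 and SLC22A2, have wide errors.

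The test, normalization, filter, sets of libraries and thresholds compared as alternatives, and each main setting, were chosen before the data were examined. Further alternatives, with the dispersions or the FDR the authors deposited, other backgrounds, and interactions with F_2_, were added later. Genes named beside the counts were the 3 higher and the 3 lower genes with the smallest adjusted p in F_1_ and F_3_, the genes of the authors' comparison in F_2_, and genes the paper names.

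Gene sets were the genes shown in Fig. 2, the a priori list of Supplementary Table S5, gene families taken by symbol (collagens, cytosolic ribosomal proteins, respiratory chain, V-ATPase and CCT/TCP1 subunits) and marker lists written from general knowledge for meningeal fibroblasts, choroid plexus, striatal and thalamic neurons, astrocytes, oligodendrocytes, microglia, endothelial cells, blood, dentate granule cells and immediate early genes. The blood list had too few genes tested. The memberships of the pathways in Table 1 were not used here.

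Windows and CpGs were counted from the authors' values at a q-value below 0.05 and a difference above 10. Positions were brought to 1 convention before generations were compared, because the tables number the same sites with starts that differ by 1. Alternatives that need values per animal or per read, a coverage of 20, overdispersion and leaving out single animals, were not run.

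The fits were tested on simulated counts, drawn for the genes and libraries of each generation from their mean levels and dispersions with 200 genes changed. The quasi-likelihood test found 92.7% of genes changed 1.5-fold in F_1_, 94.0% in F_2_ and 87.9% in F_3_, with 5, 11 and 6 false calls. Changes below 1.5-fold, as many of those reported here are, and a batch were not simulated. These shares therefore do not tell how often smaller changes would be missed, in F_2_ or elsewhere.

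Results for some genes are not reported here.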

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

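These values drew attention after the results were seen, and no test was chosen for them beforehand. Dixon's test was run on 90 groups of values, 62 of single genes, 22 of gene set scores and 6 of library totals. A value far from the rest of its group was found in 9 of them, all of single genes, where chance gives about 1 in 20 groups, or 3.1 of the 62. Of the 9 values, 2 came from libraries numbered 32 to 36. No value was left out.

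In the control animals of F_1_, replicate 1 had 127.522 CPM of ARHGEF12, and replicate 5 had 24.1738 of SERPINF1 and 52.5494 of ZFP57, each apart from the other control animals. Both SERPINF1 and ZFP57 were lower in sGC animals, and the high control value widens that difference. In the control animals of F_2_, replicate 1 had 9.39326 CPM of LCTL, above the others.

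In the sGC animals of F_3_, replicate 4 had 34.8114 CPM of CAPN10, replicate 1 had 82.9017 of RPS28 and replicate 3 had 204.155 of TSPOAP1. Each lay nearer to the control animals than the other sGC animals did.

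The remaining values belong to libraries 32 to 36. ALDH1A2 had 1.75947 CPM in sGC replicate 4 of F_1_, above the other sGC animals, and KIF26B had 141.139 CPM in sGC replicate 6 of F_2_.

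The effect of sGC differed between F_1_ and F_2_ for 33 genes, while no gene passed in F_2_ alone.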

How the results depend on the processing

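The alternatives with the deposited dispersions or FDR, the Supplementary Table S2 background and the comparisons of F_1_ with F_2_ were chosen only after results were seen. Apart from the background and thresholds, which change what is counted, the cause of these changes was not tested.

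With the likelihood ratio test there were 598 genes in F_1_, 6 in F_2_ and 51 shared by F_1_ and F_3_. It gave 168 genes whose effect differed between F_1_ and F_2_, 58 between F_1_ and F_3_, and 10 genes both differentially expressed and methylated in F_1_. The a priori list had odds ratios of 1.21 in F_1_, a reversed direction, and 1.73 in F_3_. DESeq2 gave 652, 12 and 944 genes, 65 shared, and odds ratios for the list of 1.38 in F_1_, also reversed, and 1.46 in F_3_. With the deposited dispersions 3 genes passed in F_2_ and 17 were shared, and with the deposited FDR 5 genes were both differentially expressed and methylated in F_1_.

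Fitting all generations together gave 852 genes in F_1_, 334 in F_3_ and 48 shared. The block for the replicate number gave 72 genes in F_1_, 1.7e+02 in F_3_ and 1 shared; replicate numbers do not pair the animals. It raised the adjusted p of the Fig. 2B genes in F_2_ to 0.139 and of the Fig. 2C genes in F_3_ to 0.0625, and reversed the a priori list and the ribosomal proteins in F_1_ (0.959 each) and the immediate early genes in F_3_ (0.959).

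Without libraries 32 to 36 there were 97 genes in F_1_, 317 in F_3_ and 0 shared, 68 genes differed between F_1_ and F_2_ and 431 between F_1_ and F_3_, and the a priori list in F_3_ had an odds ratio of 2.12. Results near no change turned direction: ST6GALNAC5 in F_1_ (0.0282), the Fig. 2A genes (0.996) and dentate markers in F_3_ (0.996), the Fig. 2B genes (0.855), Fig. 2C genes (0.858), dentate (0.941) and endothelial markers (0.876) in F_1_, and the Fig. 2C genes (0.963), V-ATPase (0.858), oligodendrocyte (0.996) and respiratory chain sets (0.996) in F_2_.

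With camera's preset correlation the Fig. 2A genes in F_1_ had an adjusted p of 0.00186 and the collagens 0.0436, 0.000228 and 0.0436 in F_1_, F_2_ and F_3_; fry gave 0.00811 for the Fig. 2A genes.

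A methylation difference above 20 left 14, 4 and 13 windows, 28 CpGs in F_1_ and 26 in F_3_, and 0 genes both differentially expressed and methylated in F_1_ and in F_3_. Within the names of Supplementary Table S2, all of genes with a differentially methylated region, the odds ratios of the a priori list were 1.29, 1.97 and 0.534, the last reversed; they compare generations and do not test whether the list is enriched. With all genes that had a listed window as the background, the F_2_ odds ratio of the list was 2.32 with hypermethylated and 1.80 with hypomethylated windows alone.

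Leaving out single libraries gave 56 to 342 genes in F_1_, 0 to 1 in F_2_, 288 to 639 in F_3_ and 1 to 19 shared. The adjusted p ranged from 0.0441 to 0.131 for the Fig. 2A genes in F_1_, 0.0135 to 0.0330 for Fig. 2B in F_2_ and 0.00895 to 0.0482 for Fig. 2C in F_3_. For collagens it was 0.457 to 0.959, 0.296 to 0.753 and 0.4898 to 0.800. Directions turned in some of these fits for ST6GALNAC5 in F_1_ (-0.0561 to 0.0207), Fig. 2A in F_3_ (0.890 to 0.996), Fig. 2B in F_1_ (0.888 to 0.990), Fig. 2C in F_1_ (0.837 to 0.971) and Fig. 2C in F_2_ (0.894 to 0.998).

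Of 51 other gene set results, 20 kept their call and direction under every alternative except leaving out single libraries, which was counted apart. Of 134 results for single genes 62 did. With single libraries left out, 10 of 72 comparisons of gene sets and 201 of 1634 of single genes changed. A coverage of 20, overdispersion between animals, leaving out animals and leaving out small RNA genes were not run for methylation.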

Differences from the paper's values

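No test here was chosen only after a difference was seen, except the deposited dispersions and the deposited FDR.

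In F_2_ 0 genes were differentially expressed, and the paper gives 3. None of the alternatives set before the data were examined reached the paper's value; the likelihood ratio test gave 6 and DESeq2 12. With the deposited dispersions, chosen after seeing values, that test gave 3.

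F_1_ and F_3_ shared 10 genes, and the paper gives 18. The other tests, filters, normalization and sets of libraries nearly all stayed more than 1.5-fold from the paper's value. The exceptions were leaving out F_1_ sGC replicate 1 (19 genes), F_1_ sGC replicate 4 (12), F_3_ control replicate 5 (14) or F_3_ sGC replicate 3 (17). The deposited dispersions, chosen after seeing values, gave 17.

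In F_2_ 309 windows were differentially methylated, 141 hypomethylated and 168 hypermethylated, and the paper gives 139, 74 and 65. Neither merging windows (299, 136 and 163) nor a difference above 20 (4, 2 and 2) reached the paper's values.

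In F_1_ 1 gene of the a priori list was differentially expressed, and the paper gives 5. Counts of 10 with the likelihood ratio test, 12 with DESeq2 and 1 without libraries 32 to 36 all differ from it. Both of the first tests call CRHR2 and GRIN2A, which the paper calls. The deposited dispersions, chosen after seeing values, gave 3 genes of the list, and 5 when the genes the paper names were added to it, as KCNJ6 and NCOA2 are not on the list.

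In F_1_ 17 genes of the list were differentially methylated, and the paper gives 11. Hypomethylated windows alone (8) and hypermethylated windows alone (9) count 1 direction each and are not comparable with it. The count here also holds genes of the list that the paper does not name there, such as E2F3, HTR1D, HTR2B, KIF26B and SEZ6L.

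In F_1_ 1 gene was both differentially expressed and methylated, and the paper gives 5. Counts of 10 with the likelihood ratio test and 0 with a difference above 20 differ from it. The authors' deposited FDR, chosen after seeing values, gave 5.

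The paper's text describes the genes shared by F_1_ and F_3_ as upregulated, and ALDH1A2 and SLC22A2 were lower in F_1_ here and in Fig. 1B. The quasi-likelihood test left ALDH1A2, ARHGAP5, EPAS1, GREM1, SLC1A2 and SLC22A2 uncalled in F_1_, where the likelihood ratio test calls all of them. It left ALDH1A2, DENND4A, GREM1, PREX2, SLC22A2 and ZC3H12C uncalled in F_3_, where the likelihood ratio test calls DENND4A, GREM1, PREX2 and ZC3H12C, and the deposited dispersions, chosen after seeing values, call ALDH1A2 and SLC22A2 in both. INO80D and PRKCA in F_1_ and SDHAF4 in F_3_ were called by the likelihood ratio test and not by the quasi-likelihood test. HMGB2 was not called by either in F_3_. FTH1 was both differentially expressed and methylated in F_3_ and is not among the paper's genes.

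KIF26B, which the paper describes as not differentially expressed, was called in F_1_ and F_3_ by the likelihood ratio test and by DESeq2. No window at ST6GALNAC5 was past the thresholds in F_3_, where the paper describes a decrease. No window was matched to CAMK2D by name in F_2_ or F_3_, since only names of Supplementary Table S2 were used. KCNJ6, NCOA2, SSR4, GLDC, DLG4, GAD2, DYNC1LI1, GAD1, HMGB2, EPB41L2 and KIT are named as a priori genes and are not in Supplementary Table S5.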

Other observations

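The tests of libraries 32 to 36 on the shared genes, on the correlation and on ribosomal proteins, of the meninges on ALDH1A2 and SLC22A2, and of recurring sites were chosen only after the results were seen. The regroupings for F_1_ with F_2_, for F_2_ with F_3_ and for the correlation were chosen after those counts were seen and before the regroupings were run.

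The libraries were regrouped 99 times at random within each generation, and with the real grouping this made 100 groupings. The real count of differentially expressed genes was reached in 1 grouping, the real one, in F_1_ (largest other 11), in F_3_ (1; largest other 98) and for genes whose effect differs between F_1_ and F_2_ (1; largest other 2). Random grouping therefore does not account for these counts. The 3 gene sets past the threshold were reached in 1 grouping too (largest other 1), but 2 of them, the genes of Fig. 2B and Fig. 2C, were picked from these libraries in their real groups, so that this says nothing against random grouping. The count of genes shared by F_1_ and F_3_ was reached in 1 grouping as well, but since 97 groupings gave 0 genes in F_1_ and 94 gave 0 in F_3_, few could share any, and this says nothing of the overlap beyond the counts themselves. A real count of 0 is reached by 100 of 100 groupings whatever the data, so that this comparison says nothing for the genes in F_2_, for the difference between F_1_ and F_3_ and for that between F_2_ and F_3_. Counts of 0 came from 94, 89 and 99 groupings, and the others gave up to 11, 86 and 1 genes. The correlation of F_1_ and F_3_ fold changes was reached by 10 groupings, with values up to 0.373, so that it is not set apart from random grouping.

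Libraries 32 to 36 shared a pattern. Their mean deviation from the other sGC libraries of their generation correlated across generations over genes, with a mean r of 0.168, and 3 of 1260 picks of as many sGC libraries gave a mean r as high, a share of 0.00238. The mean rests on the pairs with the single such library of F_2_ (r = 0.244 with F_1_ and 0.202 with F_3_), and between F_1_ and F_3_ r was 0.0576. A batch shared by these libraries is a candidate explanation for the pattern, and all of them are sGC libraries. The counts of differentially expressed genes within F_1_ and F_3_ do not single them out: without them 97 genes passed in F_1_ and 317 in F_3_, where the median over the picks of as many sGC libraries was 97 and 315. The genes whose effect differed between generations rose without them, from 0 to 431 between F_3_ and F_1_ and from 33 to 68 between F_2_ and F_1_. No such picks were run for these differences. The shared genes vanished without them, but 96 of 210 picks of as many sGC libraries left as few, which cannot be told apart from a loss of power. The correlation between F_1_ and F_3_ became -0.0275 without them, and 17 of 210 picks gave a value as low, so that its source cannot be told apart either. In the edgeR fits, where it was 0.188, leaving out F_1_ sGC replicate 4, 1 of these libraries, took it to 0.00857, and each other single library left it at 0.116 or more. Ribosomal protein genes, higher in F_3_, kept a median log2 fold change of 0.22 without these libraries, and their difference of 0.192 was 0.181 after adjustment for the library total, so that neither explains it.

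ALDH1A2 and SLC22A2 were lower in F_1_ and higher in F_3_ sGC animals. Their score followed that of the other meningeal markers within the 6 groups (r = 0.841, rho = 0.854, permutation p = 1e-05 each, the smallest the draws give; r = 0.814 without the 2 farthest libraries, 0.807 without libraries 32 to 36; BH-adjusted p = 4e-05 over 4 relations). After adjustment the difference in F_1_ went from -1.09 to 0.05 and in F_3_ from 0.68 to 0.41. Different amounts of meninges on the dissected hippocampi are a candidate explanation for F_1_, and an sGC effect on meningeal cells would look the same. In F_1_ IGF2, COL1A2 and DCN, the most abundant markers, fell from 63.6 to 24.1, 47.1 to 28.9 and 43.8 to 22.2 CPM. Counting meningeal cells in sections would separate these.

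For collagens outside the marker list the relation to meninges was weaker (r = 0.343, permutation p = 0.0911, BH-adjusted p = 0.121, and rho = 0.416, permutation p = 0.0246). For these collagens r was 0.289 without the 2 farthest libraries and 0.433 without libraries 32 to 36. It cannot be told apart whether meninges carry their reversal: the difference in F_1_ went from -0.091 to 0.026, in F_2_ it stayed at -0.127 and in F_3_ it went from 0.104 to 0.063. Library size does not explain it (r = 0.114, permutation p = 0.543).

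With the dispersions the authors deposited, the likelihood ratio test gave 294 genes in F_1_, near the authors' table, against 598 with dispersions estimated by edgeR 4.0.16. Dispersion estimates of another edgeR version fit the gap between these counts.

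Of the sites differentially methylated in more than 1 generation there were 27 where chance gives 1.53, so that chance recurrence among listed sites does not explain them. An inherited effect of 1 direction does not either, since 37.0% of them kept their direction. Sites that vary between animals for other reasons, such as sequence variants at CpGs or few reads, could recur in either direction in this way, as 17 of the 27 did; this was not tested, because values per animal were not used here. An sGC effect whose direction changes between generations stays open as well.

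None of the sets in this paragraph passed under camera with the correlation estimated from the data; each is given with the genes expressed, the median log2 fold change and the adjusted p from limma's camera in F_1_, F_2_ and F_3_. Meningeal fibroblast markers (12 of 14 expressed, 3 of them also collagens, ALDH1A2 and SLC22A2 also in Fig. 1B) had -0.93, 0.01 and 0.19 (0.251, 0.959 and 0.730), with 12 of 12 genes lower in F_1_ and 12 of 12 higher in F_3_. Choroid plexus markers (3 of 12 expressed in F_1_, 6 in F_2_ and 5 in F_3_) had -0.51, 0.12 and -0.20 (0.730, 0.959 and 0.959), striatal neuron markers (9 of 10) -0.18, 0.04 and -0.07 (0.262, 0.893 and 0.959) and thalamic neuron markers (6 of 8) -0.01, 0.06 and 0.05 (0.893, 0.764 and 0.770). Oligodendrocyte markers (5 of 8) had -0.28, -0.01 and 0.05 (0.598, 0.990 and 0.959), microglia markers (7 of 8) 0.17, -0.01 and 0.10 (0.730, 0.959 and 0.597), endothelial markers (8 of 8) 0.04, 0.01 and 0.02 (0.893, 0.959 and 0.959), dentate granule cell markers (5 of 6) -0.07, 0.07 and 0.04 (0.990, 0.599 and 0.990) and immediate early genes (9 of 10) -0.31, 0.17 and 0.10 (0.638, 0.597 and 0.990). The 50 cytosolic ribosomal protein genes had medians of 0.02, 0.08 and 0.20 (0.996, 0.457 and 0.151), with 48 of 50 higher in F_3_, where fry gave 0.00811. The 57 respiratory chain genes had adjusted p-values of 0.350, 0.990 and 0.959, the 14 V-ATPase genes 0.638, 0.990 and 0.126 with medians of -0.07, -0.01 and -0.13, and the 8 CCT/TCP1 genes 0.599, 0.638 and 0.207 with medians of -0.11, -0.02 and -0.12. Under fry the striatal markers (0.0202) and the respiratory chain (0.0309) passed in F_1_ and the V-ATPase (0.00262) and CCT/TCP1 genes (0.00639) in F_3_. With camera's preset correlation further sets passed, among them the meningeal markers in F_1_ (3.8e-10) and in F_3_ (0.0436). Tested as interactions, the effect on the meningeal markers differed between F_3_ and F_1_ with an adjusted p of 0.184 in limma's camera and 0.0533 in fry, so that a difference was not shown.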
